# Age‐related differences in the translational landscape of mammalian oocytes

**DOI:** 10.1111/acel.13231

**Published:** 2020-09-20

**Authors:** Edgar del Llano, Tomas Masek, Lenka Gahurova, Martin Pospisek, Marketa Koncicka, Anna Jindrova, Denisa Jansova, Rajan Iyyappan, Kristina Roucova, Alexander W. Bruce, Michal Kubelka, Andrej Susor

## Abstract

Increasing maternal age in mammals is associated with poorer oocyte quality, involving higher aneuploidy rates and decreased developmental competence. Prior to resumption of meiosis, fully developed mammalian oocytes become transcriptionally silent until the onset of zygotic genome activation. Therefore, meiotic progression and early embryogenesis are driven largely by translational utilization of previously synthesized mRNAs. We report that genome‐wide translatome profiling reveals considerable numbers of transcripts that are differentially translated in oocytes obtained from aged compared to young females. Additionally, we show that a number of aberrantly translated mRNAs in oocytes from aged females are associated with cell cycle. Indeed, we demonstrate that four specific maternal age‐related transcripts (*Sgk1*,* Castor1*,* Aire* and *Eg5*) with differential translation rates encode factors that are associated with the newly forming meiotic spindle. Moreover, we report substantial defects in chromosome alignment and cytokinesis in the oocytes of young females, in which candidate CASTOR1 and SGK1 protein levels or activity are experimentally altered. Our findings indicate that improper translation of specific proteins at the onset of meiosis contributes to increased chromosome segregation problems associated with female ageing.

## 1 INTRODUCTION

The quality of oocytes (female germ cells) is an essential factor for successful sexual reproduction. Mammalian oocyte development is a complex and long process beginning during embryogenesis and then arresting in the first meiotic prophase. It is not until puberty that oocytes can finally be recruited for ovulation, by reinitiating meiosis and culminating in eventual fertilization. It is accepted that chromosomal aneuploidy, a consequence of chromosomal segregation errors during meiosis, is one of the most common causes of poor oocyte quality, leading to embryo lethality or severe developmental disabilities (Savva, Walker, & Morris, 2010). Importantly, it has been reported that most chromosomal segregation aberrations take place during the first meiotic division, occurring after meiotic resumption and Nuclear Envelope Break Down (NEBD)(Hassold & Hunt, 2001). Precisely, it is shortly after NEBD when chromosome condensation and assembly take place at the newly forming meiotic spindle (Schuh & Ellenberg, 2007).

Chromosomal aneuploidy in human oocytes is not a rare event, exemplified by a 20% incidence in 32‐year‐old women that further increases with age, reaching 60%–80% in women aged 42 (Capalbo, Hoffmann, Cimadomo, Maria Ubaldi, & Rienzi, 2017; Jones & Lane, 2013; Kuliev, Zlatopolsky, Kirillova, Spivakova, & Cieslak Janzen, 2011). This so called “age‐related aneuploidy” in oocytes has long been a focus in the study of human reproduction, as women in economically advanced societies are trending to delay their pregnancies (Molina‐García et al., 2019). However, we are still far from fully understanding the mechanisms underlying this phenomenon.

In order to provide enhanced insight into the dysfunctional molecular mechanisms behind age‐related aneuploidy, the transcriptomes of oocytes from young and advanced aged females have been compared, using various animal models (Labrecque & Sirard, 2014), of which mouse has proven to be a suitable one (Jones & Lane, 2013b; Sebestova, Danylevska, Dobrucka, Kubelka, & Anger, 2012). These studies have revealed that there are actual significant differences in the transcriptomes of oocytes from aged females, mainly associated with decreased levels of gene transcripts involved in managing oxidative stress, chromatin structure, genome stability and spindle structure. Nonetheless, another crucial feature of oocyte development must be taken into account. Namely, that oocytes proceed through meiotic maturation and to the post‐fertilization zygote stage in the absence of de novo transcription (De La Fuente et al., 2004; Hamatani, Carter, Sharov, & Ko, 2004). Accordingly, growing oocytes that become arrested at prophase I synthesize large amounts of RNA that is stored for future use during the transcriptionally silent period after meiotic resumption (Fulka, First, & Moor, 1998). Precisely, chromosome condensation and segregation take place in an environment where regulation of translation is a paramount gene expression control mechanism. As such, conventional transcriptome analysis, although undoubtedly useful, might not offer a sufficiently accurate picture of oocyte gene expression on the protein level, as the whole transcriptome includes large pools of stored RNAs not undergoing active translation. To overcome this limitation, polysomal fractionation of oocyte samples can be performed in order to isolate those RNAs which are bound to ribosomes and hence are more likely to be translated into proteins with functional roles during specific stages of meiosis. However, mammalian oocytes are a scarce source of material, which is a big limiting factor to such classical fractionation techniques that typically require millions of cells (Mašek, Valášek, & Pospíšek, 2011). Thus, unsurprisingly, only a few experiments of this kind have been reported (Chen et al., 2011; Potireddy, Vassena, Patel, & Latham, 2006; Scantland et al., 2011). For this purpose, we recently developed a Scarce Sample Polysomal‐profiling (SSP‐profiling) method, which allows the obtaining of polysomal RNAs with high reliability from as little as 200 oocytes (Masek et al., 2020).

In this study, we present what to our knowledge is the first thorough analysis of ribosome‐bound mRNAs in mouse oocytes at the post‐NEBD stage within the context of maternal age. Moreover, we validate several candidate mRNAs exhibiting altered translation in the oocytes of more advanced age females and identify novel gene transcripts and proteins related to mammalian oocyte development and aneuploidy.

## 2 RESULTS

### 2.1 Genome‐wide analysis reveals differential translation of cell cycle players in oocytes from aged females

Most oocyte meiotic errors from aged females occur in meiosis I (Hassold & Hunt, 2001). To test the effect of maternal age on oocyte quality, we performed cold shock treatment on oocytes from young (2 months old, YF) and aged (12 months old, AF) female mice followed by assessment of spindle morphology and chromosome alignment. As expected, after a short time of cold culture, YF oocytes showed organized spindles and chromosomes with abundant signal for kinetochores while most spindles in AF oocytes were partially or totally disassembled (Figure S1). An observation in agreement with the findings of others (Pan, Ma, Zhu, & Schultz, 2008; Sebestova et al., 2012). Taking into account the fact fully grown oocytes are transcriptionally silent and that the transcriptome of GV oocytes does not significantly change with maternal age (Pan et al., 2008), we sought to analyse oocyte translation in relation to maternal age. Interestingly, we have previously analysed global translational rates between different age groups but we did not find any significant differences (Koncicka et al., 2018). Therefore, we hypothesized that the quality decrease in AF oocytes could be due to changes in the translation of specific transcripts rather than altered global translational levels. Consequently, to provide a detailed mechanistic insight into the increased aneuploidy rates of AF oocytes, we compared those polysome‐bound mRNAs of oocytes from young and aged females by Next Generation Sequencing. The translatome comparison was carried out on oocytes which underwent NEBD (3 h after 3‐Isobutyl‐1‐methylxanthine (IBMX) removal); the stage at which chromosomes condense, the new meiotic spindle is forming and transcription is absent. Four individual replicates were used for YF samples and three for AF (200 post‐NEBD oocytes/sample). Using the SSP‐profiling method (Masek et al., 2020) combined with RNA‐Seq, we analysed mRNA content in polysomal and non‐polysomal fractions from oocytes of the two different female groups. Analyses of the YF‐ and AF‐derived fractions did not reveal any significant differences between the two age groups regarding polysomal distribution (Figure 1a). Significant decreases of ribosomal subunits in polysomal fractions were induced by pre‐treatment with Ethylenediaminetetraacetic acid (EDTA), compared to both the YF and AF samples (Figure 1a). As EDTA sequesters magnesium ions to disrupt ribosomal subunit assembly (Scantland et al., 2011), thus reducing polysome levels, this important technical control provides confidence that the RNAs in polysomal fractions of untreated YF and AF oocytes are indeed bound to ribosomes.

**Figure 1:**
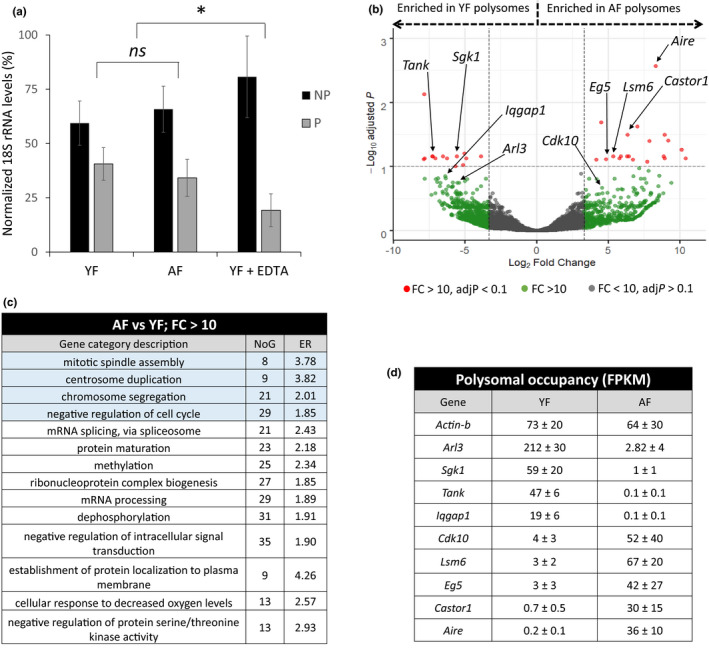
Genome‐wide analysis shows differential translation of cell cycle regulators in oocytes from aged females. (a) qRT‐PCR analysis of the distribution of 18S rRNA between non‐polysomal (NP) and polysomal (P) fractions in oocytes of young female (YF), aged female (AF) mice and in oocytes with disrupted polysomes (YF + EDTA). Data are represented as the mean ± *SEM*, *p < 0.05; *ns*, non‐significant; according to Student's *t* test. (b) Volcano plot displaying gene transcripts differentially enriched in P fractions of oocytes from YF and AF groups; highlighting those with FC > 10 and adjusted‐*p* < 0.1 (red), with only FC > 10 (green) and the rest (grey). Data points with gene names refer to the selected target genes with possible function in female meiosis. See also Table S1. (c) Top enriched ORA categories in differentially enriched genes (FC > 10) from associated polysomal fractions. Categories related to cell division are highlighted in blue. NoG, Number of Genes that belong within a category; ER, Enrichment Ratio. See also Table S2. (d) FPKM values (±standard deviation) for selected target transcripts differentially enriched between YF and AF polysomal fractions that are potentially related to female meiosis. See also Table S1

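Among the other selected transcripts, *Arl3* (chromosome 19, 46531109 to 46573085, GRCm38) was at 8.53 FPKM in AF P replicate 2 and listed at 0 in replicates 1 and 3, against 122.9, 129 and 185 FPKM in AF NP. *Iqgap1* (chromosome 7, 80711583 to 80803331) was at 0.357 FPKM in AF P replicate 2 and listed at 0 in the others, and at 4.50, 1.09 and 19.8 FPKM in AF NP. *Tank* (chromosome 2, 61578585 to 61654171) was at 0.431 FPKM in AF P replicate 2, which is 3 recovered reads, and listed at 0 in the others. At the depth of AF P replicate 1, 3 reads would be worth 7.35 FPKM for *Arl3*, 1.11 for *Iqgap1* and 3.00 for *Tank*. The values of *Arl3* and *Iqgap1* did not come out as whole reads at the exon lengths used, so their limits are less certain than that of *Tank*. *Cdk10* (chromosome 8, 123224841 to 123232250) was at 18.6, 37.3 and 101.0 FPKM in the AF P replicates, with an SD of 43.2 (n = 3). *Lsm6* (chromosome 8, 78804865 to 78821140) was at 24.0, 1.72 and 176 FPKM, a mean of 67.3 ± 95.0 (SD, n = 3), and without AF P replicate 3 the mean was 12.8 FPKM.

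**Figure D1:**
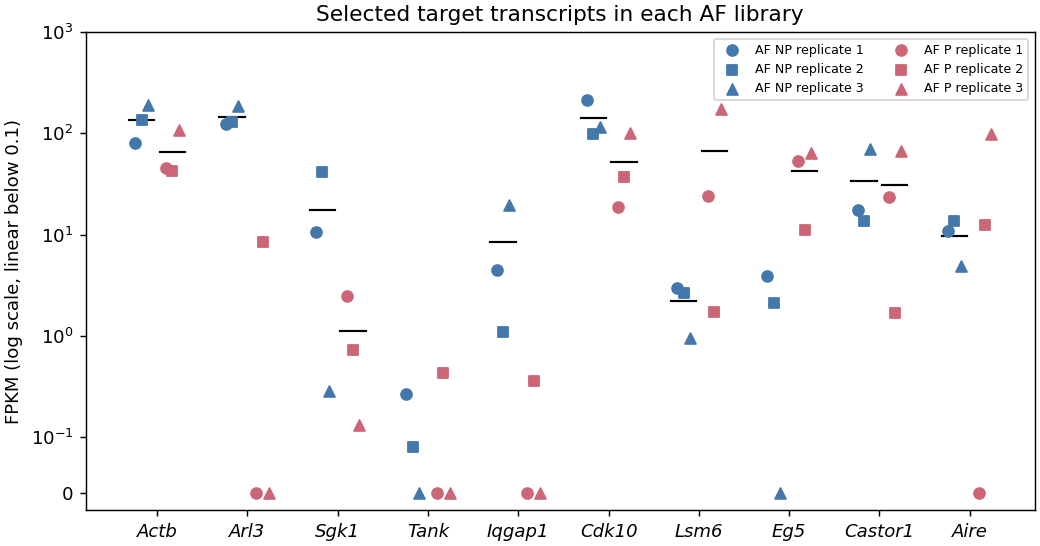
FPKM (log scale, linear below 0.1) of the 10 selected transcripts in each AF library, with NP in blue, P in red, a marker shape per replicate and a line at the mean where no library is listed at 0. *Lsm6* spans 1.72 to 176 FPKM between the AF P replicates.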

Next, for each sample, we pooled the collected fractions into either non‐polysomal (NP, fractions containing free RNAs or RNAs bound to monosomes) or polysomal fractions (P; fractions containing polysome‐bound RNAs). This was followed by ribodepleted RNA‐Seq of NP and P fractions to detect genome‐wide translational differences between the two age groups.

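The libraries analysed here are 3 NP and 3 P libraries of AF oocytes (replicates 1 to 3 of each fraction), each from 200 post‐NEBD oocytes. The YF libraries were not analysed here, so values are given for the AF side of each comparison. The paper gives the age of the AF mice as 12 months and their strain as ICR, while the sample labels give 58 weeks and CD1. Oocytes were lysed in the presence of cycloheximide, which holds ribosomes on the mRNA, and the lysate was separated on a sucrose gradient into 10 fractions. RNA of the pooled fractions was depleted of rRNA, amplified by whole transcriptome amplification and sequenced. The authors aligned the reads to the mouse genome GRCm38 and quantified each gene as FPKM. Besides a value for each library, the deposited table holds the mean of each fraction, which was not used here. The deposited values are FPKM, so depth was recovered from the steps between low values, which are multiples of what 1 read is worth for a gene of known exon length. The recovered depth was 1237799, 18096676 and 12131030 reads in AF NP replicates 1, 2 and 3, and 163822, 1141531 and 1549317 reads in AF P replicates 1, 2 and 3. Of the low values checked, between 52.9% and 59.4% per library were whole within 0.02 reads, so these depths are estimates. A transcript of 2 kb listed at 0 allows up to 9.16 FPKM in AF P replicate 1, 1.31 in replicate 2 and 0.968 in replicate 3, taking 3 reads as the limit. In AF NP the same limit was 1.21, 0.0829 and 0.124 FPKM. These limits cover counting error only, since amplified reads are not independent molecules. FPKM above 0 was listed for 6249, 9568 and 6910 genes in the AF P libraries and for 11098, 13535 and 9998 genes in the AF NP libraries.

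**Figure D2:**
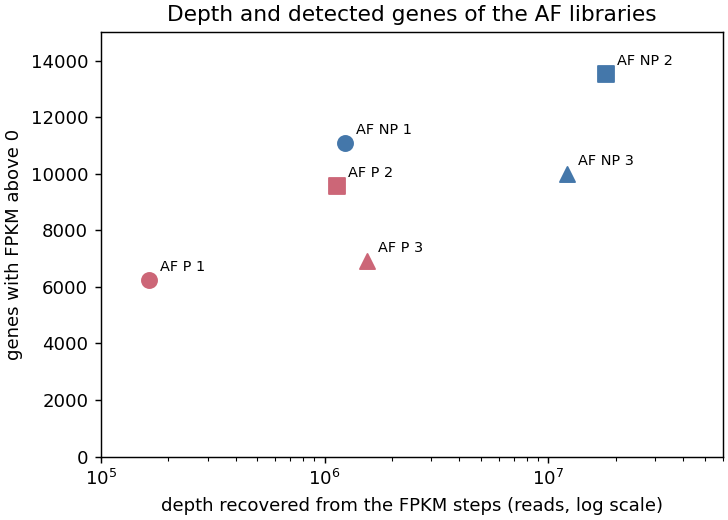
Genes with FPKM above 0 against the depth recovered from the FPKM steps (reads, log scale), 1 point per AF library, with NP in blue and P in red. AF P replicate 1 has the lowest depth, 163822 reads, and the fewest genes, 6249.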

Based on the RNA‐Seq data output, we were able to identify differentially translated mRNAs (Figure 1b). Analysis of P fractions with transcripts with at least bigger than 1 Fragments per Kilobase of exon model per Million reads mapped (FPKM) in one group revealed 3589 (35.06%) mRNAs with more than a five‐fold comparative difference in enrichment between YF and AF oocytes (FC > 5) and 1006 (9.83%) mRNAs with an enrichment fold change above 10 (FC > 10) (Figure 1b and Table S1). 

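In the AF P libraries, 8014 genes had a mean FPKM above 1, and 6301 when a value above 1 was asked in at least 2 of the 3 libraries. Of the 8014 genes, 4624 (57.7%) were listed above 0 in all 3 libraries, 2263 in 2 and 1127 in only 1. In 1850 genes (23.1%), more than 90% of the FPKM summed over the 3 libraries came from a single library. In AF NP, 10022 genes had a mean above 1, of which 8307 (82.9%) were above 0 in all 3 libraries. The fold differences between replicates of the same age group were computed with 0.1 added to each FPKM, among genes whose mean in the pair was above 1. They compare 1 library with another, while the shares of the paper compare age groups of several replicates. The measures are unlike, so these shares do not show whether replicates differ more than ages. Between AF P replicates 1 and 2, 43.0% of 7939 genes were more than 5-fold apart and 34.0% more than 10-fold. Between replicates 1 and 3 these shares were 56.3% and 46.4% of 6904 genes, and between replicates 2 and 3 they were 53.1% and 40.5% of 7781 genes. Adding 1 in place of 0.1 moved the median of the 3 shares above 10-fold the most, from 40.5% to 16.1%. In AF NP, the shares above 10-fold were 11.1%, 33.4% and 31.4% for replicates 1 and 2, 1 and 3, and 2 and 3. With 0.1 added, a gene listed at 0 in 1 library of a pair always counts as more than 10-fold apart. Genes missed at low depth therefore add to these shares. Among genes worth at least 50 reads in a pair, the AF P shares above 10-fold were 5.94%, 19.0% and 26.4% in the same order.

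**Figure D3:**
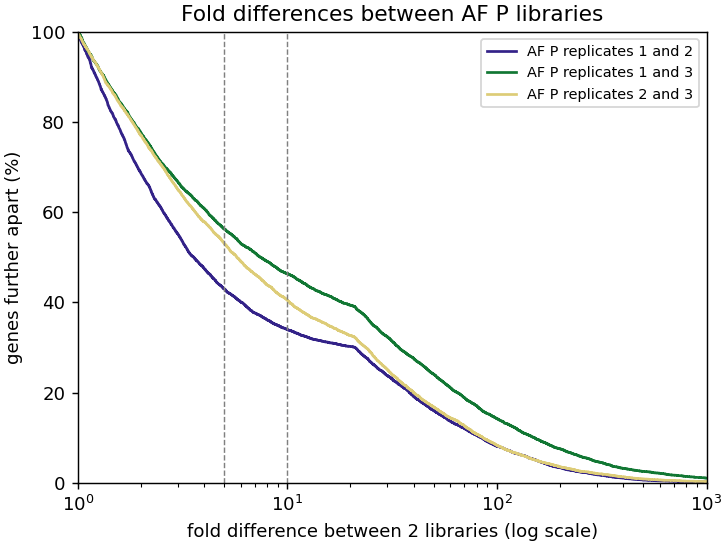
Percentage of genes further apart than a given fold difference (log scale) between each pair of AF P libraries, with dashed lines at 5-fold and 10-fold. At 10-fold the curves lie at 34.0%, 46.4% and 40.5% of genes. These include every gene listed at 0 in one library of the pair.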

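The AF values of the mRNAs in the FC > 10 sheet of Table S1 were read from the AF libraries, matching 383 of the 384 entries with a positive and 622 of the 623 with a negative fold change of AF over YF. All 383 mRNAs with a positive fold change had a mean FPKM above 1 in AF P, with a median of 4.20 and quartiles of 1.91 and 11.8. They were listed above 0 in all 3 AF P libraries for 77 mRNAs, in 2 for 149 and in 1 for 157. For 221 of them (57.7%), a single library held more than 90% of the summed AF P FPKM. Their median of AF NP means was 2.28. Among the 622 mRNAs with a negative fold change, 87 had a mean FPKM above 1 in AF P and the median of the means was 0.0757. Of the 622, 266 were listed at 0 in every AF P library. The paper kept mRNAs above 1 FPKM in YF or AF, and both lists were chosen on these P libraries. Means above 1 in the first list and low means in the second therefore restate that choice.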

From those mRNAs with FC > 10, 623 mRNAs were more abundant in the P fractions of YF oocytes and 383 in P fractions of AF samples. In addition, 37 polysomal differentially enriched mRNAs were statistically significant between the two groups, as calculated by DEseq2 (Love, Huber, & Anders, 2014) (Figure 1b and Table S1). 

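Of the 37 mRNAs, 36 were matched in the AF libraries, among them *Cers2* and *Hdhd5* under the older symbols *Lass2* and *Cecr5*. Of the 20 matched mRNAs with a positive fold change of AF over YF, 9 were listed above 0 in all 3 AF P libraries, 8 in 2, 2 in 1 and 1 in none. Their AF P means had a median of 9.75 FPKM and their AF NP means a median of 2.28 FPKM. *Slit3* (chromosome 11, 35121224 to 35708507, GRCm38) was at 27.2 FPKM in AF P replicate 1 and listed at 0 in replicates 2 and 3, and *Nptxr* (chromosome 15, 79786352 to 79834333) was at 6.61 FPKM in AF P replicate 2 and listed at 0 in the others. *A330040F15Rik* (chromosome 19, 12585868 to 12596566) was listed at 0 in all 6 AF libraries. *Slit3*, *Nptxr* and *A330040F15Rik* were picked after their values were seen, as the mRNAs with a positive fold change listed above 0 in at most 1 AF P library. Of the 16 mRNAs with a negative fold change, 7 were listed at 0 in all AF P libraries, 5 were above 0 in 1 library, 2 in 2 and 2 in 3. The median of their means was 0.0463 FPKM in AF P and 7.12 FPKM in AF NP.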

We performed Over‐Representation Analysis (ORA) on the polysomal and highly differentially enriched transcripts exhibiting FC > 10 between the two oocyte groups, thus allowing more meaningful results as they conform a larger gene set (Figure 1c and Table S2). 

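The AF libraries list 15 transcripts with roles in cell division, the microtubule cytoskeleton and mRNA metabolism at very different levels. *Cdk10*, *Kif11* and *Kif18a* were listed above 0 in all 3 AF P libraries, at means of 52.3 (27.9 without AF P replicate 3), 42.7 and 0.938 FPKM. Listed above 0 in 2 AF P libraries were *Spice1* (3.38 and 0.323 FPKM in replicates 1 and 2), *Rpl38* (19.4 and 51.2 in replicates 2 and 3), *Tfb2m* (13.1 and 1.25 in replicates 1 and 2), *Nsun2* (3.66 and 36.8 in replicates 2 and 3) and *Nsun3* (1.27 and 0.909 in replicates 1 and 2). *Chek2*, *Nde1*, *Kif3b*, *Eif3a* and *Trmt61a* were listed above 0 only in AF P replicate 2, at 5.07, 6.83, 5.13, 0.846 and 3.60 FPKM. *Cep63* and *Prkra* were listed at 0 in every AF P library. At the depth of AF P replicate 1, 3 reads would be worth 9.03 FPKM for *Prkra*, so its 0 there does not show absence. *Cep63* was also listed at 0 in AF NP replicates 1 and 3. In AF NP, *Nde1* was at 9.33, 20.8 and 93.4 FPKM in replicates 1, 2 and 3, and *Prkra* at 2.39 and 3.16 in replicates 1 and 2 and listed at 0 in replicate 3. A mean above 1 FPKM in AF P was reached by 10 of the 15 transcripts. Some of these values rest on few recovered reads, 3 and 2 for *Spice1*, 6 and 4 for *Tfb2m* and 2, 11 and 9 for *Kif18a*. Those of *Nsun2* rest on 24 and 327.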

Interestingly, among the significantly enriched categories were those related to cell division, microtubule cytoskeleton (e.g. *Cdk10*,* Cep63*,* Chek2*,* Nde1*,* Spice1* and kinesins: *Ef5 (Kif11)*,* Kif3b*, Kif18a) and to mRNA metabolism (e.g. *Eif3a*,* Prkra*, Rpl38; RNA methyltransferases: *Tfb2m*,* Trmt61a*,* Nsun2*,* Nsun3*), substantiating a possible link between increased aneuploidy in AF oocytes and the transcript‐specific translational alterations. Moreover, those gene transcripts that were differentially enriched between the P fractions of the two oocyte age groups (FC > 10) showed seven hierarchical clusters based on their observed enrichments in non‐polysomal and polysomal fractions (Figure S2 and Table S3). Clusters 2, 5, 6 and 7 appear to comprise gene transcripts with differential translation regulation between the YF and AF groups, as despite having similar abundancies in non‐polysomal (NP) fractions they exhibit opposing enrichment trends in the corresponding polysomal (P) fractions.

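The AF part of this comparison was made with limma on log2(FPKM + 1), a scale that understates the change of low genes, for genes with a mean FPKM above 1 in P or NP. Over the 10586 genes tested, the median log2 ratio of P over NP was -1.03. Table S3 lists 168 genes for clusters 1, 3, 6 and 7 together, of which 166 were tested. In AF oocytes 162 of these were lower in P than in NP and 4 higher, with a median log2 ratio of -2.10. Of the 81 genes listed for clusters 2, 4 and 5, 71 were higher in P and 10 lower, with a median log2 ratio of 0.85. Asking for a change above 2-fold moved the second tally most, to 33 genes higher in P. Table S3 gives these clusters in groups, and the genes were chosen on these P libraries, so no test was applied to the tallies. The paper describes the first group as falling from NP to P in AF oocytes and the second as rising. Both tallies therefore repeat the grouping in the same libraries and are not independent evidence. From similar abundancies in the NP fractions and opposing trends in the P fractions of the YF and AF groups, the paper proposes differential translation regulation for clusters 2, 5, 6 and 7.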

In summary, we used genome‐wide analysis to generate a comprehensive dataset of specific mRNAs with differential polysomal abundancy in oocytes from different maternal age‐related oocytes that resumed meiosis.

### 2.2 Specific genes transcripts with different polysomal occupancy between YF and AF oocytes positively correlate with protein expression

To identify candidate genes potentially functionally involved in age‐related aneuploidy, we selected 10 gene transcripts with different polysomal occupancy between YF and AF datasets (Deseq2, *p* < 0.1 and/or FC > 10). We primarily focused on transcripts that might have a potential direct/indirect effect on meiosis, cell division, G2/M‐phase transition or spindle localization according to the current literature (Figure 1b,d). *Actb* mRNA was selected as a control due to similar polysomal occupancy in both oocyte groups.

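*Actb* (chromosome 5, 142903115 to 142906754, minus strand, GRCm38) was at 45.6, 42.5 and 107.7 FPKM in AF P replicates 1, 2 and 3, a mean of 65.3 ± 36.8 (SD, n = 3). These values rest on 20, 130 and 447 recovered reads. In AF NP its mean was 135 ± 54.8 FPKM (SD, n = 3), and its log2 ratio of P over NP was -1.09 (standard error 0.83, adjusted p = 0.496 from limma with Benjamini-Hochberg adjustment), lower in P in all 3 replicate pairs. Relative to the median of all genes the ratio was -0.06.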

In order to validate the observed differences in polysome association of selected transcripts, each specific mRNA was analysed by Digital Droplet PCR (ddPCR) from newly prepared and pooled YF and AF oocyte polysomal fractions. Due to the inherent scarcity of oocyte samples and the intrinsic difficulty to obtain enough replicates (especially from the limiting numbers of mice and oocytes in the AF group), it was challenging to retrieve flawlessly consistent qPCR results for all assayed transcripts. Nonetheless, we were able to moderately correlate the RNA‐Seq data with the results of ddPCR (Figure 1b,d) for selected candidate mRNAs: Serum/Glucocorticoid Regulated Kinase 1 (*Sgk1*), Cytosolic Arginine Sensor For mTORC1 Subunit 1 *(Castor1)* and Kinesin‐5 protein *(Eg5)* (Figure 2a). 

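*Sgk1* (chromosome 10, 21882184 to 21999903, plus strand, GRCm38) was listed at 2.49, 0.715 and 0.132 FPKM in AF P replicates 1, 2 and 3, a mean of 1.11 ± 1.23 (SD, n = 3; 0.423 without replicate 1), from 2, 4 and 1 recovered reads. In AF NP it was at 10.5, 42.0 and 0.286 FPKM. *Castor1* (chromosome 11, 4218225 to 4222409, plus strand), listed under its older symbol *Gatsl3*, was at 23.3, 1.67 and 67.3 FPKM in AF P, a mean of 30.7 ± 33.4 (SD, n = 3). Without AF P replicate 3 the mean of *Castor1* was 12.5 FPKM. In AF NP it was at 17.5, 13.7 and 69.8 FPKM. *Eg5*, listed as *Kif11* (chromosome 19, 37376403 to 37421859, plus strand), was at 53.2, 11.1 and 63.8 FPKM in AF P, a mean of 42.7 ± 27.9 (SD, n = 3), and at 3.86 and 2.10 FPKM in AF NP replicates 1 and 2 and listed at 0 in replicate 3. *Eg5* was higher in P than in NP in 3 of 3 pairs, with a log2 ratio of 3.82 (standard error 1.22, adjusted p = 0.146 from limma with Benjamini-Hochberg adjustment). With the replicate pairs as a block the adjusted p was 0.0588. *Sgk1* was lower in P in 3 of 3 pairs, with a log2 ratio of -2.19 (standard error 1.33). With a library left out, the ratio of *Sgk1* ranged from -3.56 to -1.03. *Castor1* was higher in P in 1 of 3 pairs, with a log2 ratio of -0.71 (standard error 1.21). With a library left out, the ratio of *Castor1* ranged from -1.73 to 0.60, so its direction is not settled. Relative to the median of all genes, the ratios were 4.85 for *Eg5*, -1.15 for *Sgk1* and 0.33 for *Castor1*. Neither *Sgk1* nor *Castor1* was past the threshold (adjusted p = 0.414 and 0.770 from limma with Benjamini-Hochberg adjustment, without the block).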

In our sequencing datasets, *Sgk1* mRNA was less abundant in the polysomal RNA of AF oocytes, while *Castor1* and *Eg5* mRNA levels were enriched. These relative oocyte age‐related polysome enrichment differences were reflected by ddPCR (Figure 2a). However, despite the robust differences of Autoimmune Regulator (*Aire)* mRNA in polysomal occupancy observed in our RNA‐seq datasets (strongly favouring the AF group), we were not able to detect significant differences by ddPCR between the two groups. Moreover, we did speculate whether the levels of these transcripts would vary not only in the polysomal fractions but throughout the whole transcriptome as a potential consequence of an age‐related differential transcription during the previous oocyte growth period (rather than a differential translation at post‐NEBD stage). 

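*Aire* (chromosome 10, 78030022 to 78043610, minus strand, GRCm38) was listed at 0 in AF P replicate 1, where 3 reads would be worth 4.79 FPKM, and at 12.4 and 98.0 FPKM in replicates 2 and 3, from 54 and 581 recovered reads. AF P replicate 3 held 88.8% of the summed AF P FPKM, and the mean without it was 6.18 FPKM. In AF NP *Aire* was at 10.8, 13.6 and 4.87 FPKM, and its log2 ratio of P over NP was 0.13 (standard error 1.397, adjusted p = 0.970 from limma with Benjamini-Hochberg adjustment). It was higher in P in 1 of 3 pairs, and the ratio was -0.86 when 0.1 in place of 1 was added to FPKM and 0.54 with 5. It was 1.03, 1.18 and 0.85 under median-of-ratios, quantile and common-sum scaling, the last chosen after the data had been seen, and 1.16 relative to the median of all genes. With a library left out it ranged from -1.45 to 1.86.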

We therefore extracted total RNA (without polysomal fractionation) from freshly collected YF and AF post‐NEBD oocytes and assayed the general expression levels of the same transcripts by qRT‐PCR (Figure S3). However, no significant differences in transcript levels were detected, indicating YF and AF oocytes contain similar amounts of *Sgk1*,* Castor1*,* Aire* and *Eg5* transcripts in their total RNA.

**Figure 2:**
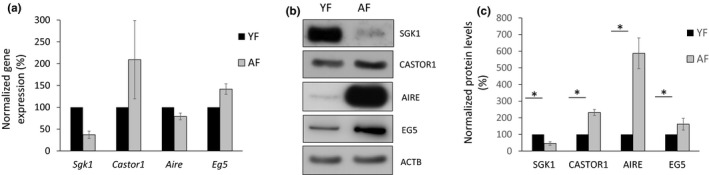
Validation of specific genes with different polysomal mRNA occupancy; positive correlation with protein expression between YF and AF oocytes. (a) ddPCR validation of selected mRNAs in polysomal fractions from YF and AF oocytes (200 oocytes per sample after SSP‐profiling). Values obtained were normalized to ACTB and YF group was set as reference (100%). Data represented as the mean ± *SEM* of three independent experiments. (b) Western Blot analysis of protein abundance of mRNAs coding for selected genes from RNA‐Seq datasets in the two groups of oocytes. ACTB was used as loading control. *N* = 30 oocytes per sample. See also Table S4 for the list of antibodies. (c) Western Blot quantification of protein expression for selected genes. Values obtained were normalized to ACTB and YF group was set as reference (100%). Data are represented as the mean ± *SEM* of at least three independent experiments; *N* = 30 oocytes per sample; *p < 0.05, according to Student's *t* test. See also Table S4 for the list of antibodies

Higher polysomal occupancy by specific mRNAs is very likely to correlate with increased synthesis of the corresponding protein. After assaying the differences in *Sgk1*,* Castor1*,* Aire and Eg5* mRNA enrichment in the respective oocyte polysomal RNA pools (Figure 2a), we asked if these differences (as originally identified by RNA‐Seq—Figure 1d) were also reflected at the protein levels. In order to elucidate this, we performed Western blots (WB) from post‐NEBD oocyte samples, from YF and AF groups. We found that SGK1 protein expression positively correlated with (Figure 2b,c) RNA‐seq results (Figure 1b,d). Conversely, the levels of CASTOR1 and EG5 protein, the mRNAs of which were enriched in AF polysomes, were significantly increased in AF‐derived oocytes compared to the YF group (Figure 2b,c). Interestingly, despite not being able to clearly validate different levels in polysome‐associated transcripts of *Aire* by ddPCR, the expression of its protein was greatly increased (up to 10 fold) in the AF group (Figure 2b,c); a result in strong accord with the original RNA‐Seq polysome profiling results (Figure 1d). Control, ACTB expression in oocyte from YF and AF, showed similar level (Figure 2b). Therefore, the validation of significant differences in protein levels of the selected candidate genes correlated positively with those inferred from the RNA‐Seq polysome association analysis. This difference in protein expression between YF and AF, regardless of similar transcript levels in total RNA, indicates that the differential occupation within polysomal fractions for the selected transcripts is directly related to their protein expression.

### 2.3 Selected differentially expressed proteins are localized at the newly forming spindle

Most proteins have functional roles within the specific sub‐cellular regions they are localized (Femino, Fay, Fogarty, & Singer, 1998; Jansova, Tetkova, Koncicka, Kubelka, & Susor, 2018). Therefore, to better understand their role in meiosis resumption, we detected localization of selected differentially translated genes from YF and AF oocytes by immunocytochemistry (ICC). Interestingly, we found all four candidate proteins localized in the area of the newly forming spindle but in distinct patterns along or near ß‐tubulin (Figure 3a and Figure S4a). SGK1 and EG5 were found in patches at the multipolar spindle, and CASTOR1 and AIRE were both localized in a similar pattern to newly forming spindle (Figure 3a and Figure S4a). This spindle localization was even more clear after we compared it with Ribosomal Protein S6 (RSP6, a protein with even distribution in the cytoplasm) and when disruption of Tubulin (Nocodazole treatment) changed SGK1 distribution (Figure S4b,c). Moreover, we quantified the fluorescence of individual proteins from ICC and found a positive correlation with our RNA‐Seq (Figure 1b,d) and WB (Figure 2b,c) results. Namely, there was a significant decrease of SGK1 protein fluorescence in AF oocytes compared to YF and significant increase in the protein expression of CASTOR1, AIRE and EG5 (Figure 3b).

**Figure 3:**
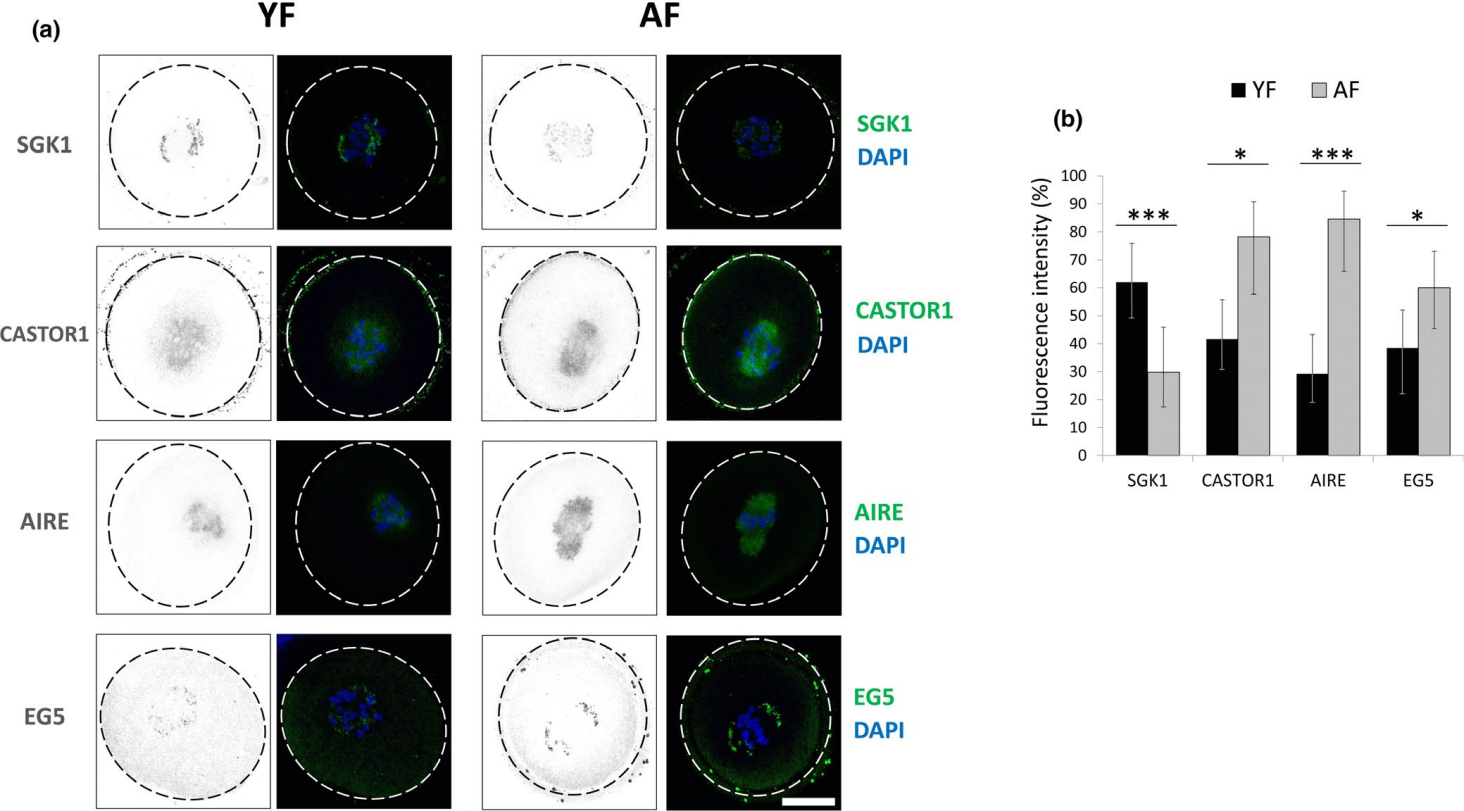
Differentially expressed proteins are localized at newly forming oocyte spindles. (a) Immunocytochemistry shows localization of SGK1, CASTOR1, AIRE and EG5 proteins at newly forming spindles in the post‐NEBD oocytes (YF—left, AF—right). Protein in grey and green scales, DNA (DAPI) in blue. Dashed line indicates oocyte cortex; representative images of at least three independent experiments are shown; scale bar 25 μm. See also Table S4 for the list of antibodies. (b) Immunocytochemistry quantification of protein fluorescence in oocytes from YF (*n* ≥ 48) and AF (*n* ≥ 23) oocytes in at least three independent experiments. Data are presented as the percentage of oocytes with a fluorescence intensity higher than the average in each experiment; *p < 0.05, ***p < 0.001; according to Fisher's exact test, error bars represent 95% confidence intervals by the adjusted Wald method

Previously, we reported that the timing of meiotic progression of AF‐derived oocytes is faster than in their younger counterparts by about 30 min (Koncicka et al., 2018). Therefore, we asked whether such meiotic progression timing differences may promote translational differences between age groups. We analysed the expression of AIRE and EG5 proteins (by WB and ICC, respectively) in YF oocytes collected 30 min later than the conventional assay time (3 h post IBMX removal) for YF and AF oocytes. We found that additional cultivation did not significantly alter the protein expression to levels previously detected in the AF group (Figure S5). This indicates that the observed translational differences are inherent to translation of selected transcripts in AF oocytes and not due to timing differences.

Collectively, these results confirm the spindle localization of selected candidate proteins and that their differential expression in AF‐derived oocytes (versus YF counterparts) may play a role in spindle assembly, chromosome alignment and cytokinesis.

### 2.4 Perturbation of CASTOR1 and SGK1 protein levels/activity leads to meiotic abnormalities

The sum of the described results indicates that at the post‐NEBD stage, there are a number of mRNAs that exhibit differential polysomal occupancy and consequently altered protein expression levels in AF oocytes compared to YF derived counterparts. We decided to experimentally perturb the protein levels of two selected candidates with opposing differential polysomal occupancy in AF oocytes (CASTOR1 and SGK1, Figures 1b and 3b). As CASTOR1 protein has higher expression levels in AF oocytes, we performed overexpression of the protein in YF oocytes, by microinjection of *Castor1* mRNA (Figure 4a) and consequently analysed their maturation rate and morphology (Figure 4b,c). We found that the rate of progression to the MII stage occurred without major differences in PB extrusion between control (*H2b*:*gfp* mRNA microinjection) and CASTOR1 overexpressed groups (C*astor1*:*Ha* + H2b:*gfp* mRNA microinjection) (61 ± 15% and 61 ± 10%, *n* = 31 and *n* = 18, respectively; *p* < 0.05). However, we did find that 43% of CASTOR1 overexpressing oocytes which reached MII displayed significant abnormalities, namely chromosome misalignment in M‐phase (MI) and/or extrusion of full DNA content into two polar bodies (Figure 4b,c). Although these abnormalities did not affect PB extrusion rates, it is clear that full extrusion of DNA content is deleterious for the further oocyte quality (as well chromosome misalignment would be). On the other hand, translation of *Sgk1* mRNA was significantly decreased in AF oocytes (Figures 1b and 3b), we decided to supress SGK1 protein kinase activity in YF oocytes using the specific SGK1 inhibitor (GSK‐650394; 10 µM). SGK1 affects CDK1 activity (Hiraoka, Hosoda, Chiba, & Kishimoto, 2019), thus we validated successful SGK1 inhibition via decrease of CDK1 (Thr161) phosphorylation in YF oocytes (3 h post IBMX removal in the presence of the inhibitor) (Figure S6). Subsequently, we assayed meiotic progression of YF oocytes treated with vehicle or SGK1 inhibitor. We found that the inhibitor‐treated group had significantly lower numbers of oocytes reaching the MII stage (40 ± 18%; *p* < 0.05; *n* = 75) compared with control vehicle treatment (93 ± 7%; *p* < 0.05; *n* = 75). Moreover, after PB extrusion, 83% of the oocytes treated with SGK1 inhibitor showed two abnormal phenotypes, including symmetric division (10% of MII oocytes) and tubulin non‐disjunction with chromatin decondensation (73% of MII) (Figure 4d,e). Additionally, we also down‐regulated *Sgk1* mRNA (Figure S7) by double‐stranded RNA (Ds‐S*gk1*) microinjection prior to in vitro oocyte maturation. MII oocytes with down‐regulated *Sgk1* mRNA levels had increased frequencies of chromosome misalignment or cytokinetic defects compared to control oocytes (injected with only *H2b*:*gfp* RNA; Figure 4f,g). The effects of D*s*‐*Sgk1* were less pronounced than those obtained after inhibitor treatment, however, with positive correlation.

**Figure 4:**
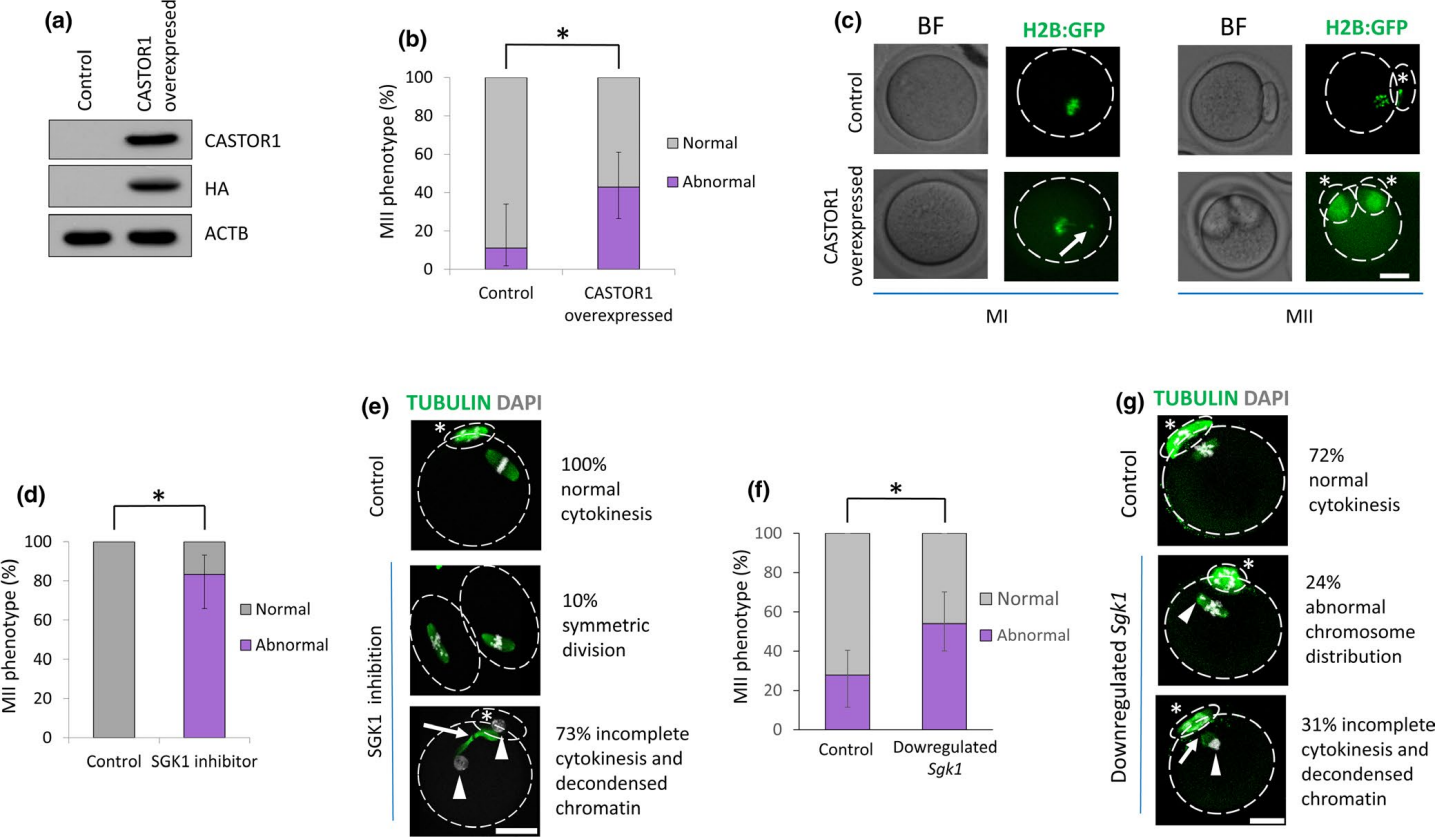
Experimental manipulation of CASTOR1 and SGK1 protein levels/activity causes meiotic abnormalities. (a) Western blot analysis of YF oocytes microinjected with RNA coding for H2B:GFP (Control) or CASTOR1 tagged with HA. ACTB was used as loading control. Representative images from three individual replicates; *N* = 30 oocytes per sample. (b) Quantification of MII oocytes that displayed phenotype with overexpressed CASTOR1 protein from three independent experiments. Data are presented as the percentage of oocytes (*n* ≥ 18) with abnormalities; *p < 0.05; according to Fisher's exact test, error bars represent 95% confidence intervals by the adjusted Wald method. (c) Representative images of chromosome abnormalities in MI and MII oocytes with overexpression of CASTOR1. Bright field (BF, grey) and H2B:GFP (green); dashed line indicates oocyte and polar body cortex; arrow indicates a misaligned chromosome, asterisks denote polar bodies, scale bar 25 μm. (d) Quantification of MII oocytes that displayed phenotype in control (DMSO 0.02%) or SGK1 inhibitor (10 µM) treatment. Data are presented as the percentage of oocytes with abnormalities in control (*n* = 75) and treated (*n* = 75); *p < 0.05; according to Fisher's exact test, error bars represent 95% confidence intervals by the adjusted Wald method. (e) Representative images of oocytes with SGK1 inhibition progressing through cytokinesis. From at least three independent experiments; TUBULIN (green) and DNA (DAPI, grey); dashed line indicates oocyte and polar body cortex; arrow indicates tubulin bridge; arrowheads indicate decondensed chromatin; asterisks denote polar bodies, scale bar 25 μm. (f) Quantification of phenotype of oocytes injected with control RNA (*H2b*:*gfp*) and with down‐regulated *Sgk1* mRNA (*Ds*‐*Sgk1* RNA). Results from two independent experiments; *p < 0.05; according to Fisher's exact test, error bars represent 95% confidence intervals by the adjusted Wald method. See also Figure S7 for validation of down‐regulation of *Sgk1* mRNA. (g) Representative immunocytochemistry images of control oocytes (*H2b*:*gfp* RNA) and *Ds*‐*Sgk1* RNA injected MII oocytes displaying abnormalities. TUBULIN in green and DNA (DAPI) in grey; dashed line indicates oocyte cortex and polar body; arrowheads indicate misalignment and decondensed chromosomes; arrow indicates tubulin bridge; asterisks denote polar bodies, scale bar 25 μm

In summary, by perturbing YF oocytes to mimic the protein expression or activity of CASTOR1 and SGK1 of AF oocytes, we have shown that these proteins have roles involved in meiosis I chromosome alignment and cytokinesis, which are intrinsically impaired in AF‐derived oocytes.

## 3 DISCUSSION

Although several models have been proposed to explain how the age‐associated increase in aneuploidy could occur, further investigation is needed, considering the medical relevance of maternal age‐related aneuploidy. Previous results (Jones & Lane, 2013b; Sebestova et al., 2012) have shown that the mouse is a suitable model system to assess the molecular basis for human age‐associated increase in aneuploidy. A general view is that the quality of the cytoplasm, which includes the transcriptome, is compromised in aged oocytes. However, Pan et al. (2008) have shown that perturbations in the global transcriptome of GV oocytes from females of advanced age are actually minimal.

In this study, we have tackled the old problem of oocyte age‐related aneuploidy from a new perspective. We contribute to this field with a novel genome‐wide analysis of the translation of maternal mRNAs in two different oocyte age groups. While there have been several studies comparing oocyte transcriptomes from young and aged females (Grøndahl et al., 2010; Hamatani, Falco, et al., 2004; Pan et al., 2008), analysis if the actual translatome has until now remained unanalysed. Nonetheless, translation is particularly relevant as the fully grown mammalian oocyte is known to be transcriptionally silent and relies on large amounts of stored RNAs that are utilized when progressing through meiosis. In fact, stored mRNAs can be several times more abundant than those actually undergoing translation at any given point. In order to identify polysome‐bound mRNAs in mouse oocytes, we previously developed a method that enables isolation of very small amounts of polyribosomal bound RNA for a subsequent genome‐wide analysis (Ganesh et al., 2020; Masek et al., 2020). To date, there have been very few experiments applying polysome profiling techniques to oocytes (Chen et al., 2011; Luong, Daldello, Rajkovic, Yang, & Conti, 2020; Potireddy et al., 2006; Scantland et al., 2011), and to our knowledge, we are the first to use it to interrogate the whole translatome in oocytes of different maternal ages.

Research in this study was performed using oocytes at the post‐NEBD stage. This specific meiotic time‐point was deliberately selected, since the process of first meiotic division is being initiated: the meiotic arrest at prophase I is released, chromosomes have recently condensed, the new spindle has begun to assemble (Schuh & Ellenberg, 2007) and translational reprogramming is occurring (Jansova et al., 2018; Susor et al., 2015). Additionally and importantly, chromosomal mis‐segregation is reported to preferentially occur during the first meiotic division. Therefore, uncovering translational differences at this stage between YF and AF oocytes harbours a high potential to better understand age‐related aneuploidy (Ottolini et al., 2015). Earlier studies dealing with whole oocyte transcriptome analysis in correlation with maternal age have focused mainly on the GV and/or MII stages as they represent the two meiotic arrest points. For example, Pan et al. (2008) performed microarray analysis in order to obtain the whole transcriptome of oocytes from young and aged mice females at the GV and MII stages, and reported very little differences in the transcriptome between the age groups at the GV stage (5% with FC > 2) while the transcriptome of MII stage oocytes differed more significantly and correlated with maternal age (33% with FC > 2). A similar trend was observed by Reyes et al. (2017) in a transcriptome study comparing human GV and MII oocytes. However, the transcriptome at the post‐NEBD stage remains unstudied, possibly because whole transcriptome analysis would reveal few differences between the oocytes from different maternal ages, as was previously reported in GV oocytes (Pan et al., 2008). Here, with the advantage of being able to reliably assay polysome‐bound mRNAs, we have been able to detect mRNAs that are actively translated. Thus, we have begun to unveil how the specific oocyte translatome changes with maternal age and how it affects the resulting proteome in the critical developmental window directly after meiotic resumption. For example, the translatome mRNA profiling of post‐NEBD YF and AF oocytes has revealed differentially enriched and relevant ontology categories of mRNA transcripts related to cytokinesis and cell division processes. These ontological categories include specific transcripts with important roles in meiosis (e.g. *Cdk10*,* Cep63*,* Chek2*,* Nde1*,* Spice1* and various kinesins).

Derived from our polysome‐associated mRNA‐Seq screen, we have identified and validated four candidate transcripts that have significantly different polysome enrichment levels between YF‐ and AF‐derived post‐NEBD oocytes: *Sgk1*,* Castor1*,* Aire* and *Eg5*. Intriguingly, the respective proteins of all transcripts localize to the newly forming spindle, which is essential for chromosome alignment and cytokinesis. EG5 is involved in spindle bi‐polarity establishment, microtubule sliding and has been thoroughly studied in mitosis and meiosis (Mann & Wadsworth, 2019). Despite previous whole transcriptome studies failing to report overt differences in *Eg5* mRNA expression between YF and AF oocytes (Grøndahl et al., 2010; Hamatani, Falco, et al., 2004; Pan et al., 2008; Reyes et al., 2017), our SSP‐Profiling approach demonstrates a significant increase in *Eg5* transcript in the polysomes of AF oocytes that then translates to corresponding increased protein expression levels. Interestingly, Liu et al., (2010) and Castillo, Morse, Godfrey, Naeem, and Justice (2007) have shown in other tissue models that overexpression of EG5 can induce aneuploidy and tumorigenesis. Therefore, alteration of EG5 levels in oocytes retains the potential to influence the spindle assembly process, leading to aberrant meiotic progression with abnormal chromosome segregation (Castillo et al., 2007; Kovacovicova, Awadova, Mikel, & Anger, 2016; Liu et al., 2010).

AIRE is another interesting candidate with a possible role in age‐related aneuploidy in mice. Although it has been mainly studied for its role as a transcription factor in immune tolerance control (Björses, Aaltonen, Horelli‐Kuitunen, Yaspo, & Peltonen, 1998), it is known *Aire*‐deficient female mice display infertility albeit without a direct study of oocyte quality (Jasti et al., 2012). Furthermore, an interaction between AIRE and spindle‐associated proteins has been reported to be essential for mitotic spindle assembly in stem cells. In the same study, overexpression of a truncated version of AIRE leads to defective spindles in stem cells (Gu, Lambert, Cockburn, Gingras, & Rossant, 2017). Here, we also find AIRE is localized at the newly forming oocyte meiotic spindle and that *Aire* mRNA is highly translated in aged mice post‐NEBD oocytes compared to their young counterpart. Due to AIRE's main studied role as a transcription factor, the presence of AIRE protein in transcriptionally silent oocytes is not entirely clear. However, as our data demonstrate further research could explain its function in spindle assembly and cytokinesis, with particular emphasis on oocytes from aged females.

The third protein we have identified and validated as up‐regulated in the AF oocytes is CASTOR1. In the presence of arginine, CASTOR1 binds to this amino acid, which prevents its inhibitory effect on GATOR2, ultimately allowing mTOR1 activation (Saxton, Chantranupong, Knockenhauer, Schwartz, & Sabatini, 2016). CASTOR1 localization to the spindle might be connected to mTOR1, which also accumulates to the spindle and its inhibition/down‐regulation leads to meiotic defects (Guo et al., 2018; Susor et al., 2015). Therefore, it is possible that localization of mTOR1 to the assembling spindle, under the control of a strong upstream regulator such as CASTOR1, might be important for its temporal and/or spatial regulation. Indeed, when we experimentally increased CASTOR1 levels in YF oocytes, in order to mimic the increased protein expression as detected in AF oocytes, the most frequently observed anomaly was chromosomal misalignment but also cytokinesis errors, resulting in oocytes devoid of DNA. We note, however, that the increased CASTOR1 levels are several fold higher than those seen in AF oocytes, because it is technically very difficult to achieve levels closer to those seen in AF oocytes. While the latter phenotype is obviously incompatible with further development, chromosome misalignment may lead to aneuploidy and is frequently observed in oocytes from aged females, both mouse and human (Liu & Keefe, 2008; Van den Berg et al., 2011erg et al., 2011; Sebestova et al., 2012). Taken together, these results reveal CASTOR1 as a possible factor relevant to age‐related chromosomal aneuploidy in oocytes.

In contrast to CASTOR1, SGK1 protein expression is lower in AF oocytes compared to YF oocytes. SGK1 is known to regulate the activity of ion channels, solute carriers, enzymes and transcription factors (Lang, Stournaras, Zacharopoulou, Voelkl, & Alesutan, 2018). SGK1 protein kinase activity can be triggered by insulin, follicle stimulation hormone (FSH), corticosterone and thrombin, and is mediated by several upstream kinases including PI3K, PDK1 and mTORC2 (Kobayashi & Cohen, 1999; Pearce, Sommer, Sakamoto, Wullschleger, & Alessi, 2011). Surprisingly, despite its previously described localization in the plasma membrane, we observed it in the region of the post‐NEBD forming oocyte spindle. Paralleling our results, SGK1 levels have also been reported to decline with human ageing (Harries et al., 2012). Moreover, we found that inhibition of SGK1 activity and down‐regulation of *Sgk1* mRNA in YF oocytes visibly leads to cytokinetic errors. Such errors are common in AF‐derived oocytes as evidenced by microtubule defects (Nakagawa & FitzHarris, 2017; Volarcik et al., 1998; Yun, Lane, & Jones, 2014).

Altogether, our study has generated a genome‐wide database of mRNA transcripts that occupy post‐NEBD oocyte polysomes in both young and aged mouse oocytes. Furthermore, we have demonstrated the existence of differential polysomal mRNA occupancy in young and aged oocytes, suggesting a different translational program in post‐NEBD oocytes that is dependent on maternal age and correlates with reduced quality of aged oocytes (see scheme in Figure 5); a characteristic phenomenon of both mice and humans. Therefore, our data provide new information related to age‐related translatome/proteome perturbation (including verified candidate gene mRNA/proteins) at the onset of meiosis I, concomitant with spindle formation and resulting cytokinesis.

**Figure 5:**
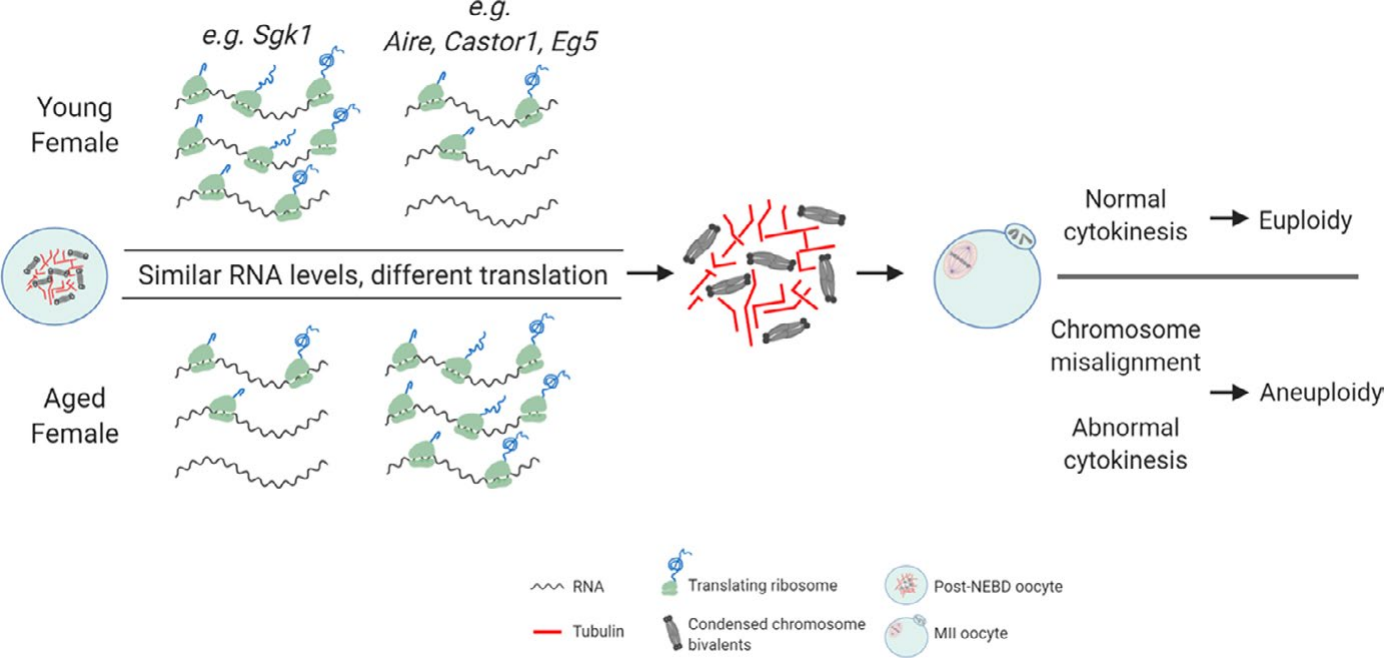
Schematic model depicting maternal age effects on the translation of specific mRNAs in oocytes. Fully grown oocytes from different maternal age have similar transcriptomes at the GV stage. However, shortly after NEBD, some of these transcripts are not translated at the same level between YF and AF oocytes, such as *Sgk1*,* Aire*,* Castor1* and *Eg5*. These differences in translation result in different protein expression which in turn lead to chromosome misalignments and cytokinesis abnormalities in AF oocytes

## 4 MATERIAL AND METHODS

### 4.1 Oocyte collection and culture

GV stage oocytes were collected from ICR mice (bred in‐house) at the age of 2 months old (YF, Young Females group) and 12 months old (AF, Aged Females group) old. Mice were injected 46 h prior to oocyte collection with 5 IU pregnant mare serum gonadothropin (PMSG, HOR 272, ProSpec, Rehovot, Israel). Collection from the ovaries was done in the presence of transfer media (Tetkova and Hancova, 2016) supplemented with 100 µM 3‐isobutyl 1 methylxanthine (IBMX, Sigma‐Aldrich, Darmstadt, Germany) to block meiosis resumption. Fully grown oocytes were selected, isolated and denuded by pipetting followed by culture in M16 media (Sigma‐Aldrich, Darmstadt, Germany) without IBMX at 37°C, 5% CO_2_ for 3 h. Oocytes, that underwent NEBD, were collected for experiments. For obtaining MII oocytes, they were left in culture for additional 13–16 h. For SSP‐profiling, after the 3 h of culture, cycloheximide was added to the M16 media with oocytes at a final concentration of 0.1 mg/ml for 10 min. Oocytes in groups of 200 were transferred to low‐binding retention tubes and frozen at −80°C. In the case of SGK1 inhibition experiments, after IBMX removal GV oocytes were transferred to M16 media supplemented with 0,02% Dimethyl Sulphoxide (DMSO) for solvent vehicle control or 0.02% DMSO + 10 µM GSK‐650394 (Merck, Darmstadt, Germany) for SGK1 inhibitor treatment. All animal work was conducted according to Act No 246/1992 for the protection of animals against cruelty; from 25.09.2014 number CZ02389, issued by Ministry of Agriculture.

### 4.2 Cell lysis and SSP‐profiling

All steps for this protocol were detailed in Masek et al. (2020). Briefly, 200 oocytes per sample were collected in the presence of cycloheximide. Oocytes were lysed by adding 350 µl of lysis buffer and Zirconia‐Silica beads followed by shaking at 30 shakes/second for 1 min and 1 min on ice. This step was repeated three times. Oocyte lysates were centrifuged at 10,000 *g* for 5 min before being then applied to 10%–50% sucrose gradients prepared in SW55Ti ultracentrifuge rotor (Beckman Coulter, Indianapolis, IN, USA). Samples loaded onto sucrose gradients were then centrifuged at 246,000 *g* for 63 min at 4°C. Polysome profiles were collected by pumping 60% sucrose into SW55Ti tubes at a speed of 1.8 ml/min using NE‐1000 syringe pump (New Era Pump Systems, Inc., Farmingdale, NY, USA). Ten equal‐volume fractions, each of 0.5 ml. Absorbance monitoring at 280 nm was performed using an ISCO UA‐5 detector and ISCO UV absorbance reader (Teledyne, ISCO, Lincoln, NE, USA) and profiles were recorded with Clarity Lite software. HEK‐293 cell sample (8 OD_260 nm_) was included in each centrifugation run to monitor quality of separation and one technical negative control containing 200 NEBD + EDTA (100 mM), to sequester magnesium ions and disrupt ribosomal subunits were added. Finally, polysome profiles of all oocyte samples and HEK‐293 technical controls for fractionation were visualized by detecting 18S rRNA levels in collected fractions by qRT‐PCR according to Masek et al. (2020).

### 4.3 Library preparation, sequencing and bioinfomatic analysis

From each sample, fractions were pooled together to create two groups: non‐polysomal (NP) and polysomal (P) fractions. These fractions were concentrated by Clean & Concentrator‐5 (Zymo Research, Irvine, CA, USA) and rRNA depleted by Ribozero‐Gold (Illumina, San Diego, CA, USA). cDNA was produced and amplified with REPLI‐g WTA Single Cell Kit (Qiagen, Hilden, Germany). Afterwards, the amplified cDNA was used to produce libraries using the Nextera DNA Library Prep Kit (Illumina, San Diego, CA, USA) and sequencing performed in Centro Nacional de Analisys Genomico facility (CNAG, Barcelona, Spain) by HiSeq 2500 (Illumina). Sequenced reads were trimmed by Trim Galore! v0.4.1 and mapped to the mouse GRCm38 genome assembly using Hisat2 v2.0.5. Quantification of gene expression was done by fragments per kilobase per million (FPKM) values in Seqmonk v1.40.0. The FC cuff‐off of differentially expressed genes was calculated from FPKM > 1 values (ether in YF or AF) as quantified by Seqmonk v1.40.0 and FC > 10 and FC > 5. Hierarchical clustering was performed and a heatmap was generated using differentially abundant genes (FC > 10) using hierarchical clustering function within Seqmonk v1.40.0. Differentially expressed genes were identified using a DESeq2 package (Love et al., 2014). For gene ontology analysis, we uploaded our datasets into Webgestalt (Liao, Wang, Jaehnig, Shi, & Zhang, 2019). ORA analysis was performed on the 1006 genes which displayed FC > 10 and FPKM > 1 between polysomal fractions of YF and AF. The protocol was described in Masek et al. (2020) and YF samples served to prove validity of the method.

### 4.4 Digital Droplet PCR (ddPCR)

Primer sequences of *Sgk1*,* Castor1*,* Aire* and *Eg5* are listed in Table S4. ddPCR reaction was performed in the QX200™Droplet Reader machine (Bio‐Rad, Hercules, CA, USA) using the QX200™ddPCR™EvaGreen^®^Supermix (Bio‐Rad, Hercules, CA, USA). Absolute quantification was calculated using QuantaSoft™Software (Bio‐Rad, Hercules, CA, USA).

### 4.5 Western blot

Samples of 20–35 oocytes were lysed in 10 µl of 1xReducing SDS Loading Buffer (lithium dodecyl sulphate sample buffer NP 0007 and reduction buffer NP 0004 [Thermo Fisher Scientific, Waltham, MA, USA]) and heated at 100°C for 5 minutes. Proteins were separated in gradient precast 4–12% SDS–PAGE gels (NP 0323, Thermo Fisher Scientific) and transferred onto Immobilon P membrane (IPVD 00010, Millipore, Merck group, Darmstadt, Germany) using a semidry blotting system (Biometra GmbH, Analytik Jena, Jena, Germany) for 25 min at 5 mAxcm^−2^. Blocking was done by 5% skimmed milk dissolved in 0.05% Tween‐Tris buffer saline (TTBS) with pH 7.4 for 1 h. Then, membranes were washed shortly with TTBS and incubated with 1% milk/TTBS diluted primary antibodies (listed in Table S4 and showed target proteins, Figure S8) at 4°C O/N. Secondary antibodies, Peroxidase Anti‐Rabbit Donkey and Peroxidase Anti‐Mouse Donkey (711‐035‐152 and 715‐035‐151, Jackson ImmunoResearch, West Grove, PA, USA) were diluted 1:7500 in 1% milk/TTBS. The membranes were incubated with secondary antibodies for 1 h at room temperature. Protein visualization was performed using chemiluminescent detection ECL, (Amersham, GE Healthcare Life Sciences, Barcelona, Spain) and X‐ray autoradiography. Finally, the films were scanned by a GS‐800 calibrated densitometer (Bio‐Rad Laboratories, CA, USA) and acquired signals were quantified using ImageJ (http://rsbweb.nih.gov/ij/).

### 4.6 Immunocytochemistry

Oocytes were transferred from cultivation media to 4% paraformaldehyde (PFA, Alfa Aesar, Thermo Fisher Scientific, Waltham, MA, USA) in PBS/PVA and left for 15 min followed by permeabilization in 0.1% Triton (X‐100, Sigma‐Aldrich) PBS/PVA for 10 min. Fixed oocytes were then washed in PBS/PVA and incubated with primary antibodies (Table S4) at 4°C O/N. The next day, oocytes were twice washed in PBS/PVA and then incubated with the corresponding secondary antibody that was conjugated with Alexa Fluor 488/594/647 (Invitrogen, Carlsbad, CA, USA) for 1 h at room temperature protected from light. Afterwards, oocytes were washed twice in PBS/PVA and mounted on a glass slide using ProLong™ Gold antifade reagent with DAPI (Invitrogen, Carlsbad, CA, USA). For the cold shock tubulin stability assay, oocytes were cultured for 6.5 h and subsequently incubated for 20 min at 4°C. Afterwards oocytes were fixed and processed for immunocytochemistry. For depolymerization of tubulin, oocytes were treated by 1 µg/ml for three hours. Images of samples were taken with Leica SP5 inverted confocal microscope (Leica Microsystems, Wetzlar, Germany). Images were assembled in software LAS X (Leica Microsystems) and signal intensity from spindle area was quantified with ImageJ. Afterwards, the mean fluorescence intensity of each experiment was calculated. Finally, the fluorescence intensity of each sample was categorized as lower as or higher than the mean.

### 4.7 RNA synthesis, microinjection and live‐cell imaging

*Castor1* and *H2b*:*gfp* RNA were in vitro transcribed (IVT) using corresponding source plasmids as templates (*Castor1*: Chantranupong et al. (2016); *H2b*:*gfp*: provided by Dr. Martin Anger, Laboratory of Cell Division Control, IAPG CAS) and mMESSAGE mMACHINE™ Transcription Kit (Invitrogen, Carlsbad, CA, USA). IVT RNA was injected in GV oocytes at a final concentration of 50 ng/µl in the presence of transfer media with IBMX. Microinjection of GV oocytes was performed using FemtoJet (Eppendorf) and TransferMan NK2 (Eppendorf, Hamburg, Germany) on an inverted microscope Leica DMI 6000B (Leica Microsystems, Wetzlar, Germany). GV oocytes were then placed for 2 h, still in the presence of IBMX, at 37°C, 5% CO_2_. Afterwards, oocytes were removed from IBMX and placed into 4‐well culture chamber (Sarstedt, Prague, Czech Republic) in 15 µl of M16 media covered with mineral oil (M8410; Sigma‐Aldrich) for further cultivation in the inverted microscope for live‐cell monitoring under the same cultivation conditions (Tempcontroller 2000–2 Pecon, and a CO_2_ controller, Pecon, Erbach, Germany). Time lapse images were taken using LAS X software (Leica microsystems, Wetzlar, Germany) every 10 min. Chromosome movement was also assessed by H2B:GFP marker.

For double‐stranded RNA interference experiments, synthesis and annealing of RNA strands were performed as described in Svoboda, (2009). *Ds*‐*sgk1* RNA was injected in 1 µg/µl concentration to GV oocytes with 50 ng/µl of *H2b*:*gfp* RNA. Control oocytes were injected with only *H2b*:*gfp* RNA. Next, oocytes were cultured in presence of IBMX overnight. The next day, a subset of oocytes were analysed for *Sgk1* mRNA expression by qPCR and the remainder matured for 12 h to analyse phenotype.

### 4.8 Statistical analysis

The tools used to determine if the differences between groups were statistically significant were either the Student's *t* test on the averages and *SEM* or Fisher exact test with a 95% confidence interval using adjusted Wald method; *p < 0.05 considered as statistically significant (labelled with a star), ***p < 0.005 was considered as highly statistically significant (labelled with three stars).

## CONFLICT OF INTEREST

The authors certify that they have NO conflict of interest of any kind in the subject matter or materials discussed in this manuscript/article.

## AUTHOR CONTRIBUTIONS

A.S. and E.L. designed the experiments and planned the project; M.K., T.M. and M.P. also contributed intellectually during the development of the project. E.L. was involved in all experiments and performed most of them. T.M. designed, performed and helped in all polysomal fractionation experiments. A.J. and D.J. performed live‐cell imaging experiments, M.K. carried out microinjection experiments, R.Y. performed IVT. L.G. performed and helped in producing sequencing libraries and carried out bioinformatics analysis. M.P. and K.R. also contributed to bioinformatics analysis. E.L. and A.S. wrote the manuscript, all authors edited manuscript, A.S. conceived and supervised the project.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

RNA‐Seq data regarding YF and AF oocytes are deposited in Gene Expression Omnibus database. AF data accession number: PENDING. YF accession number, as stated in (Masek et al., 2020): GSE121358.

# Supplementary material for: Age‐related differences in the translational landscape of mammalian oocytes
**Source:** Aging Cell. 2020 Sep 20;19(10):e13231. doi: 10.1111/acel.13231
**Supplement:** Supplementary file 1

Supplementary Fig. 1

**A**

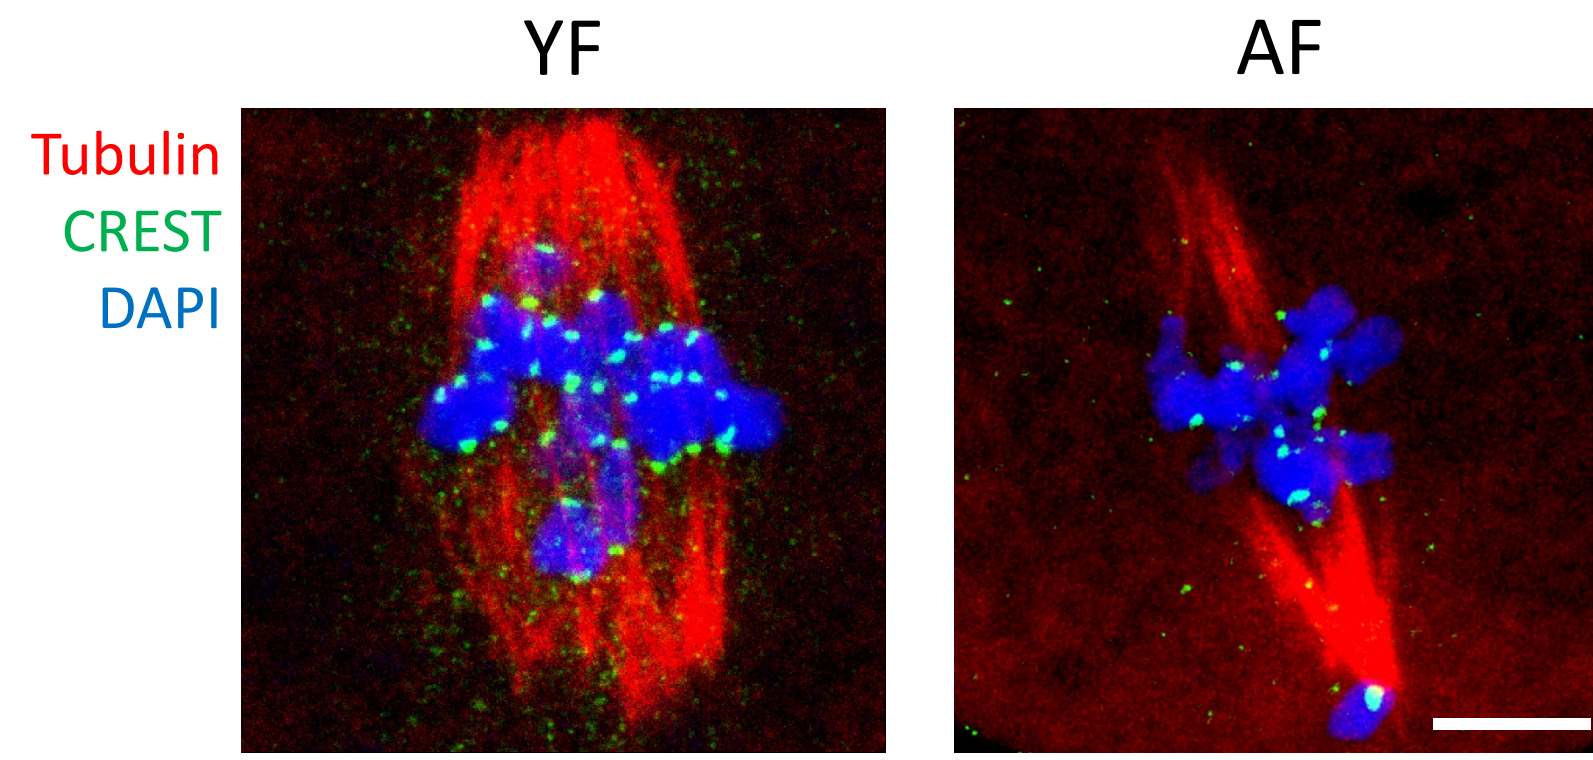

**B**

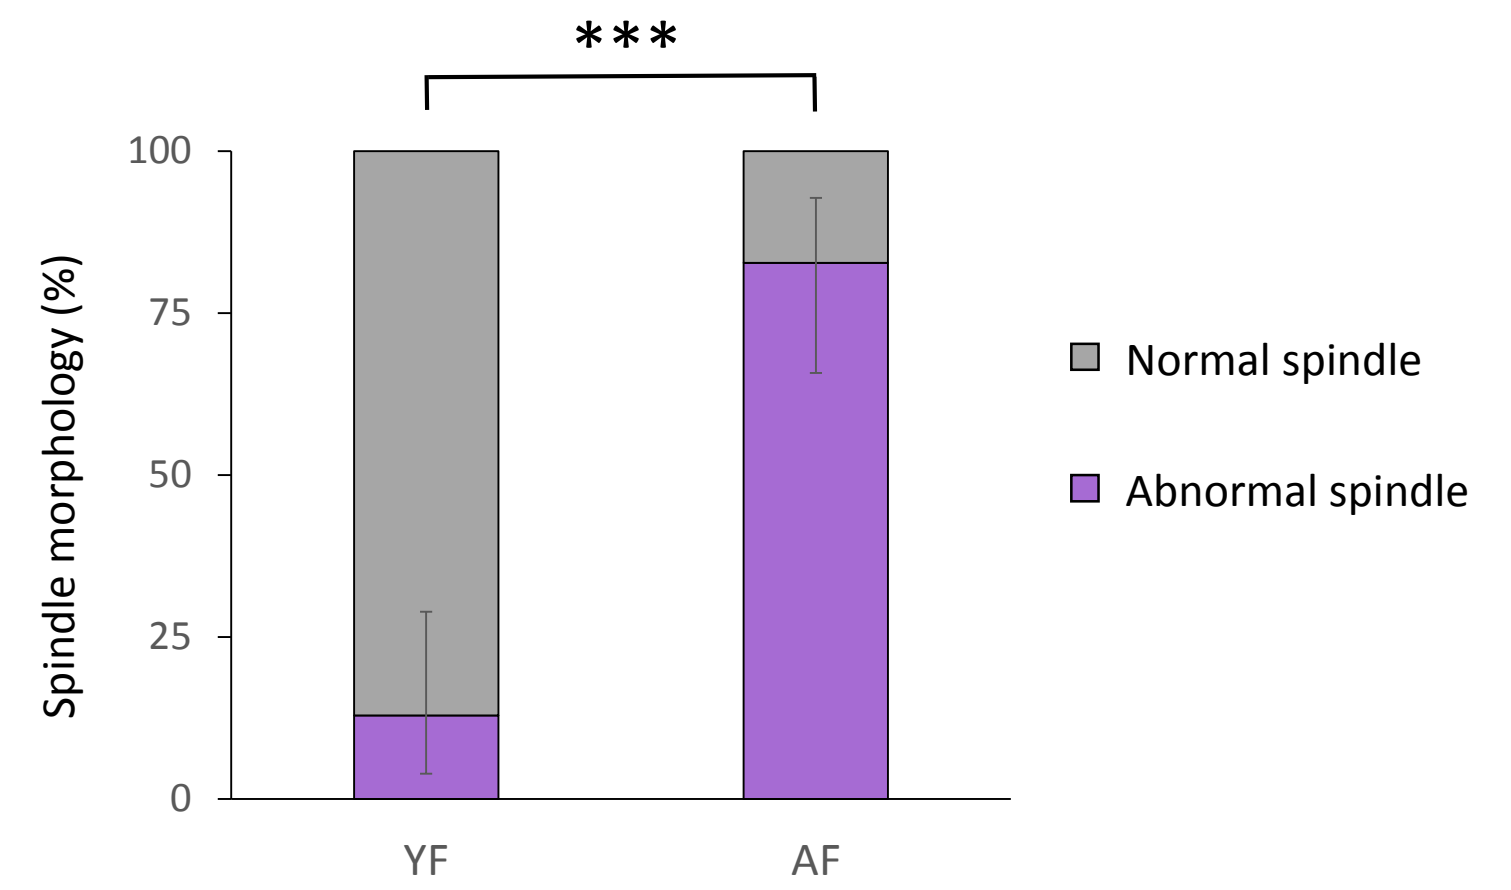

Supplementary Fig. 2

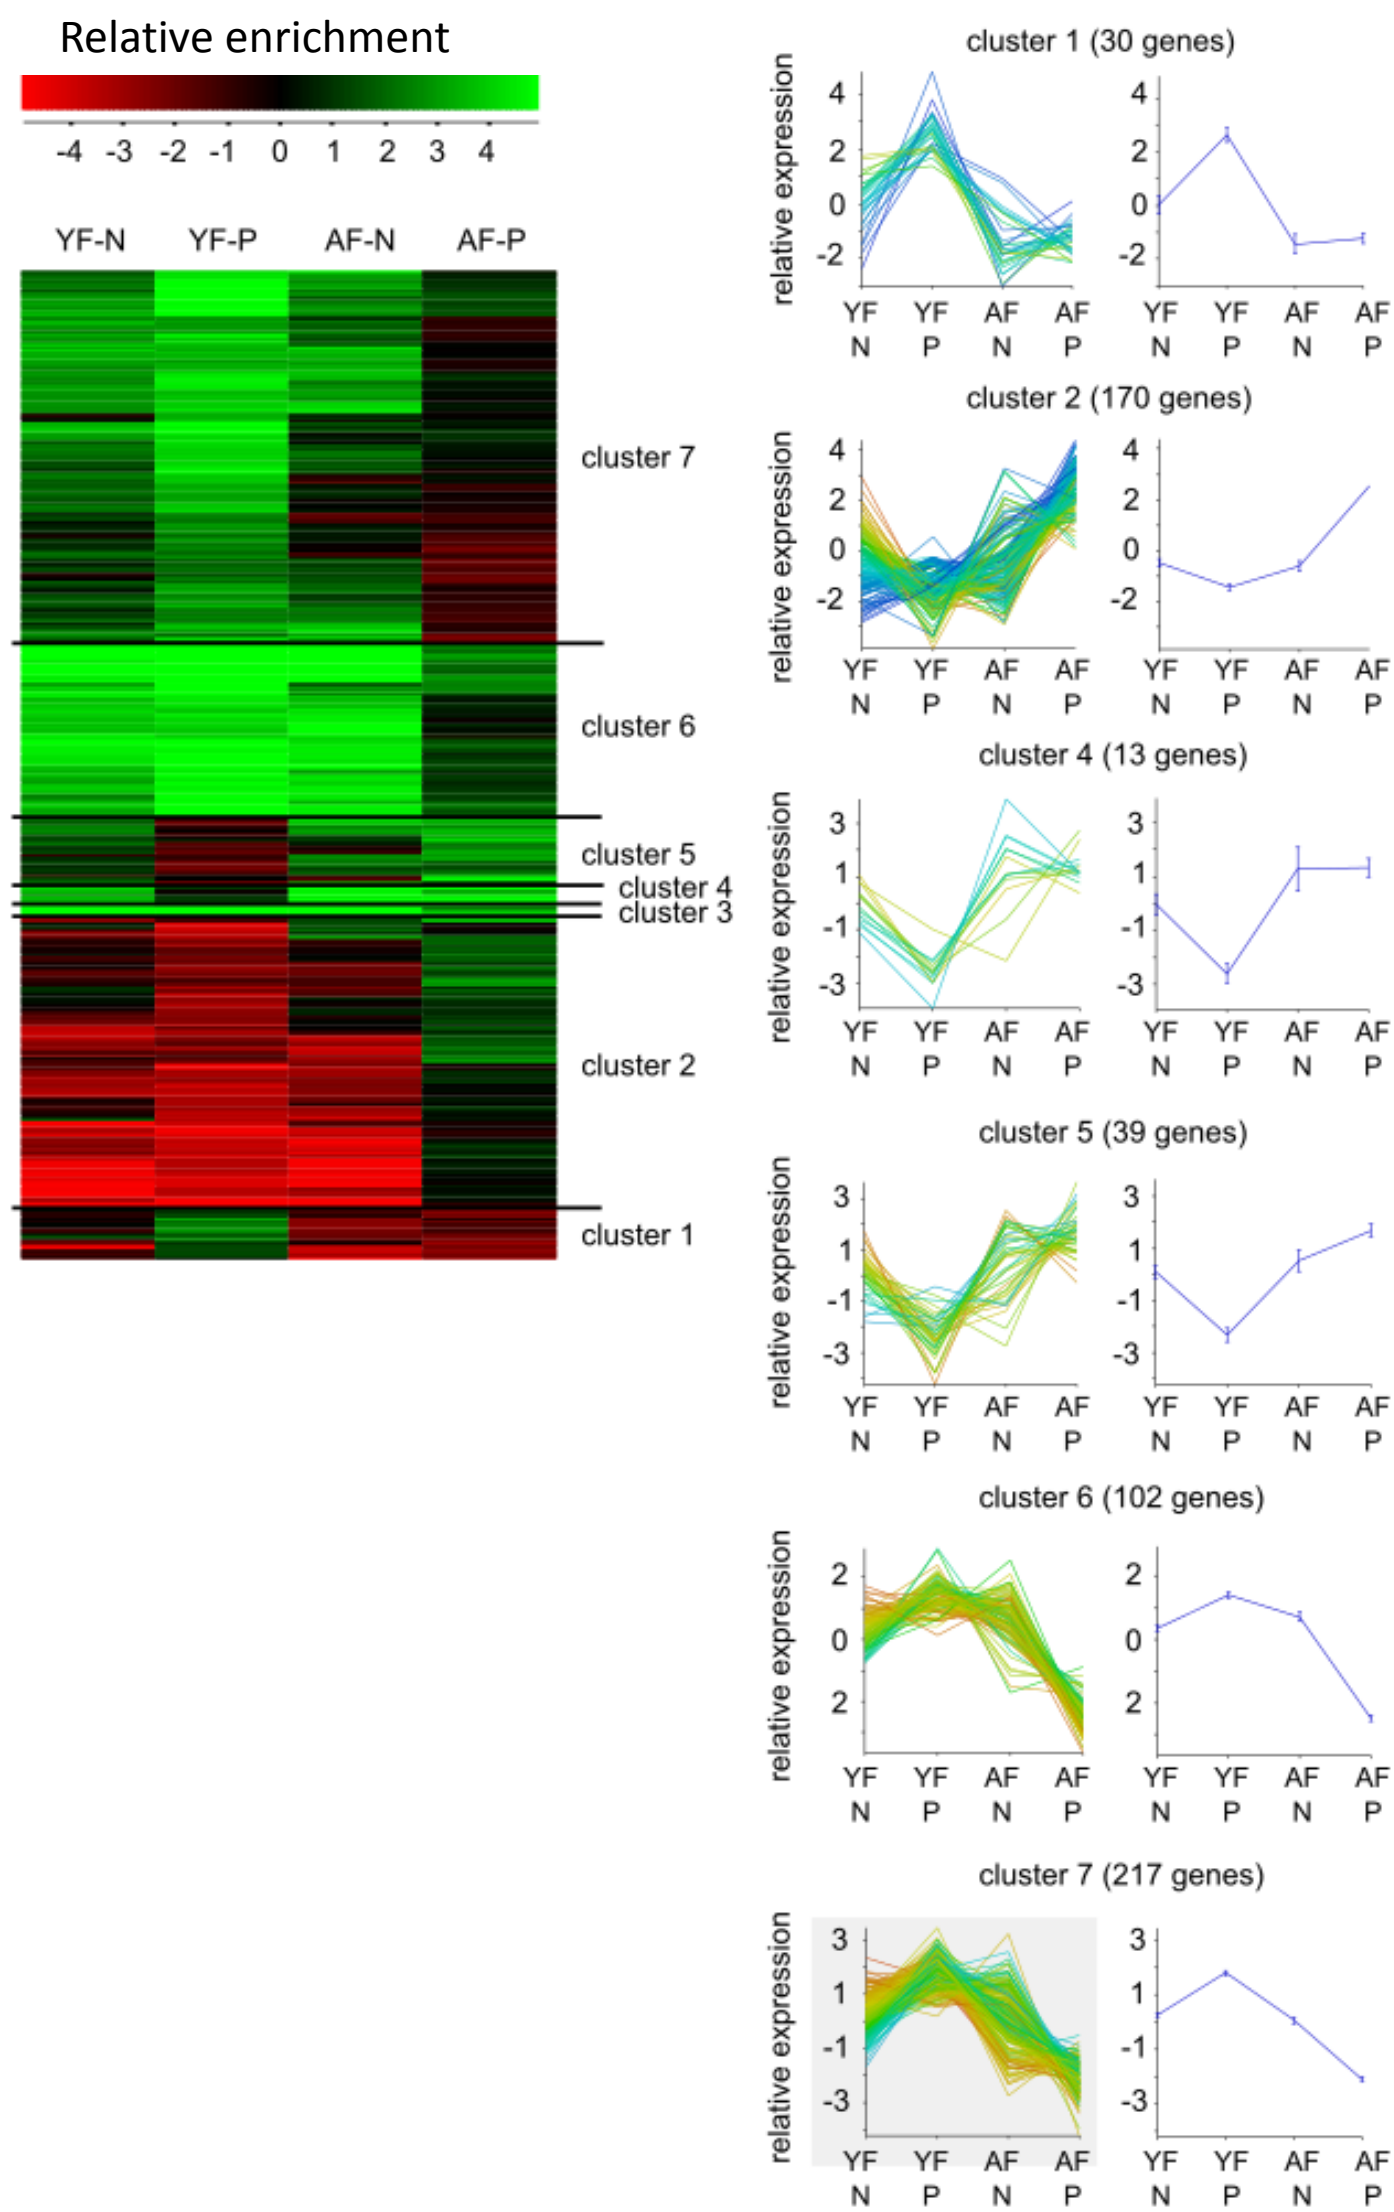

Supplementary Fig. 3

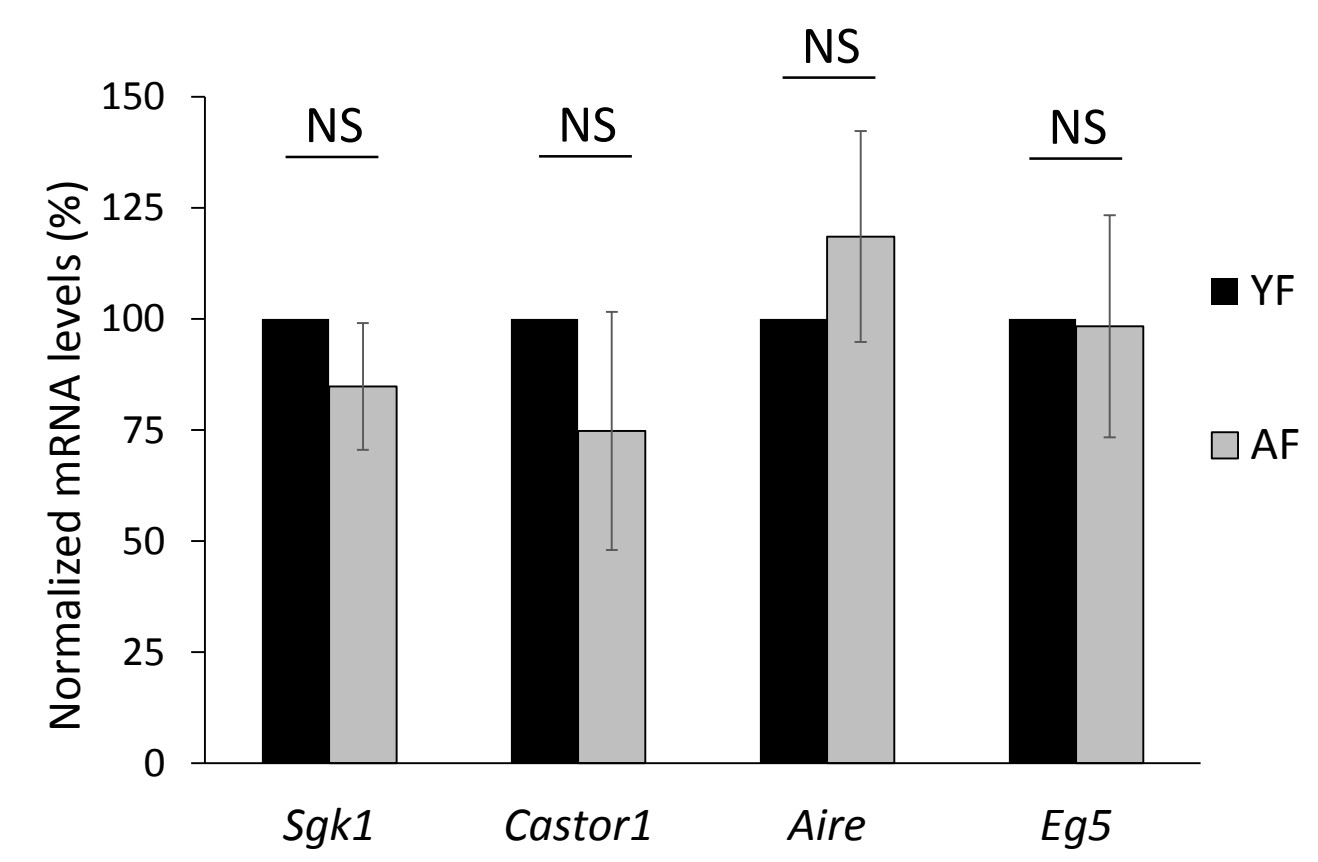

Supplementary Fig. 4 **A**

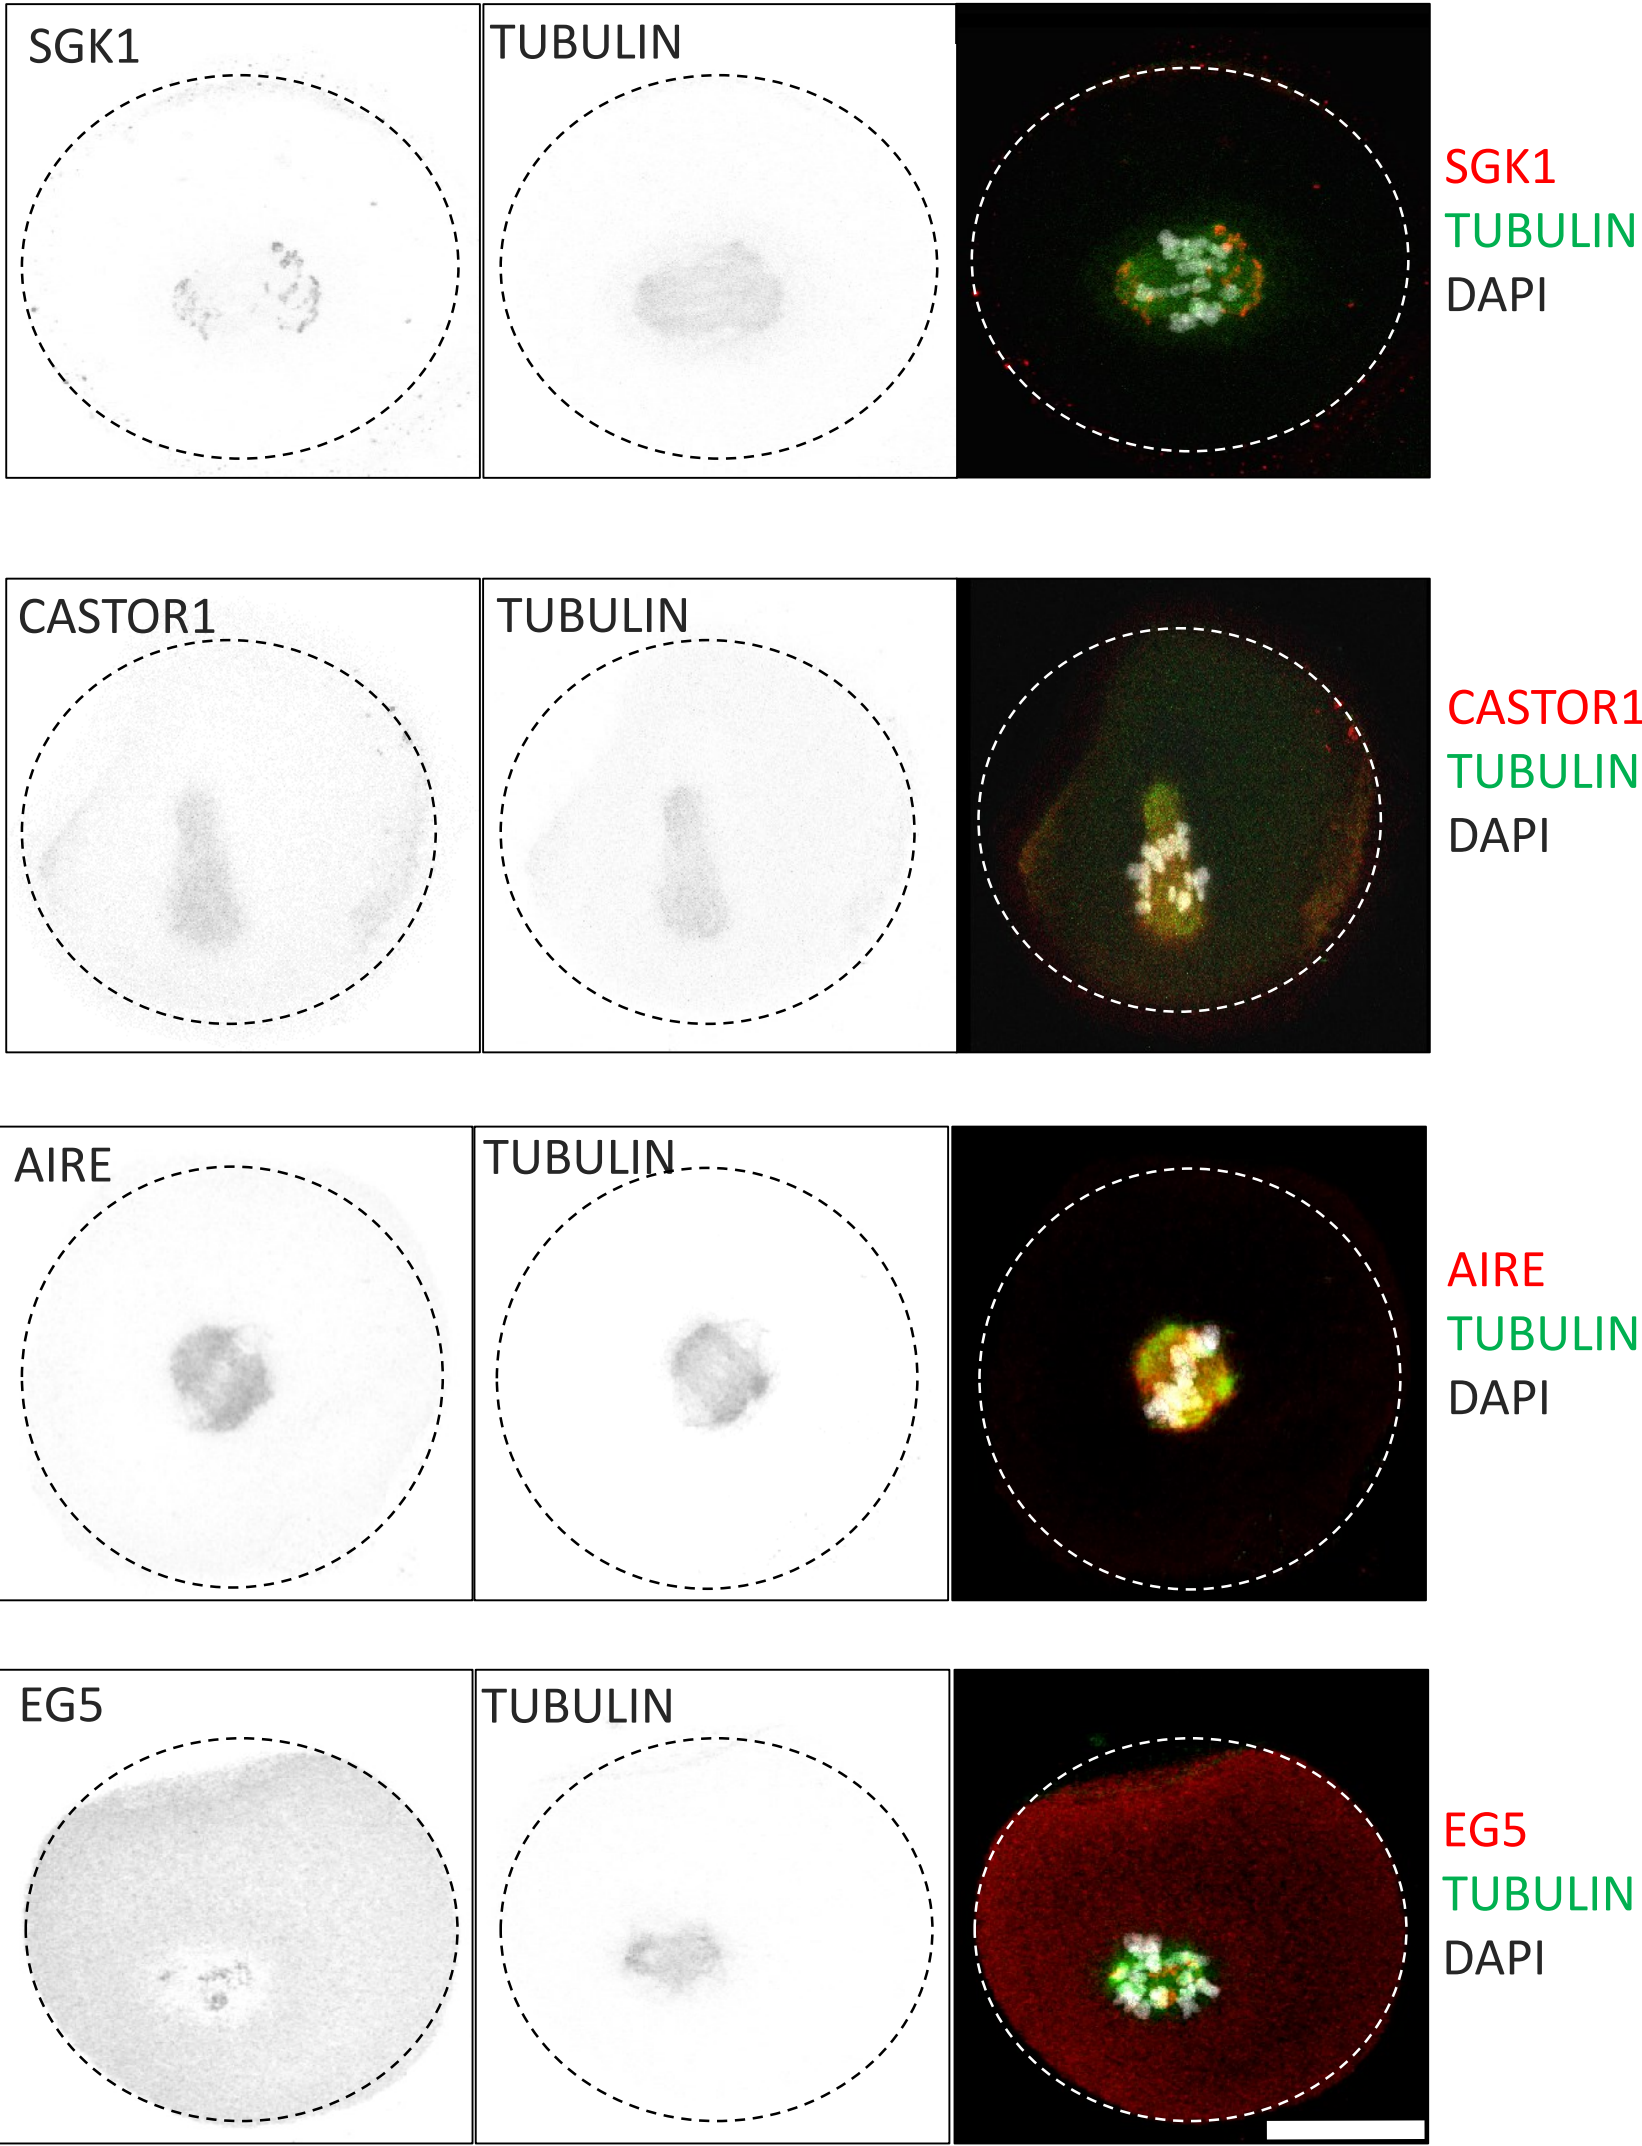

**B**

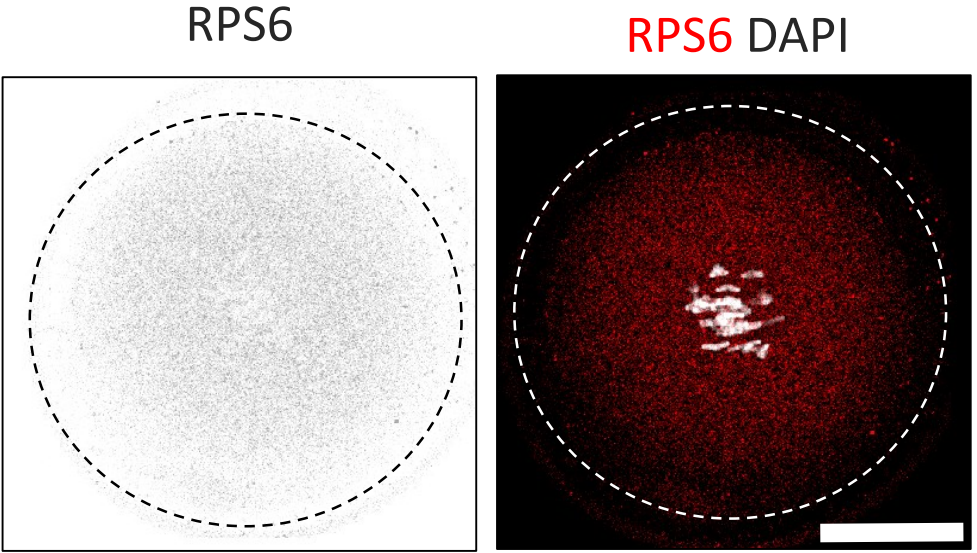

**C**

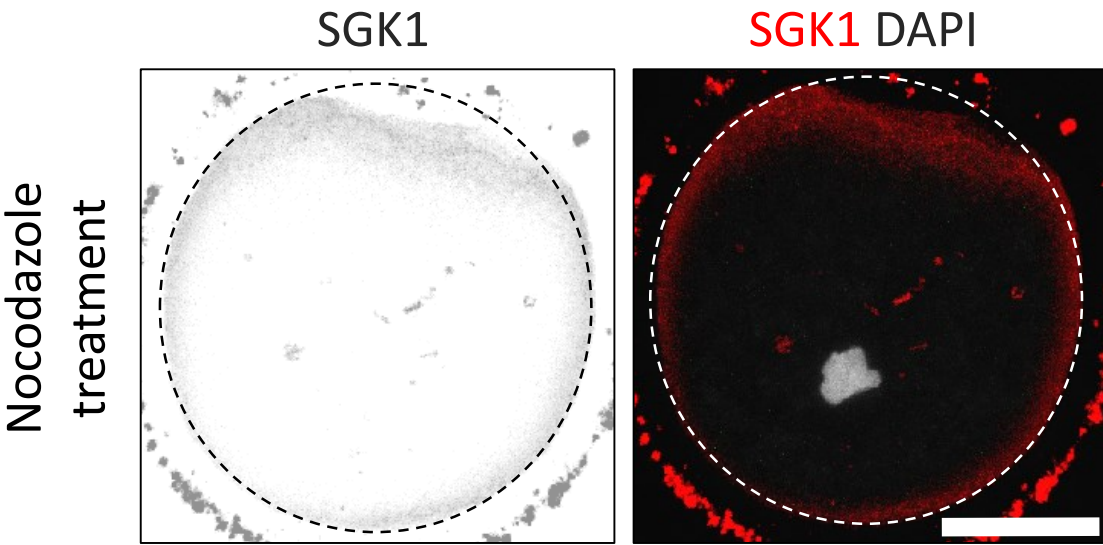

Supplementary Fig. 5

**A**

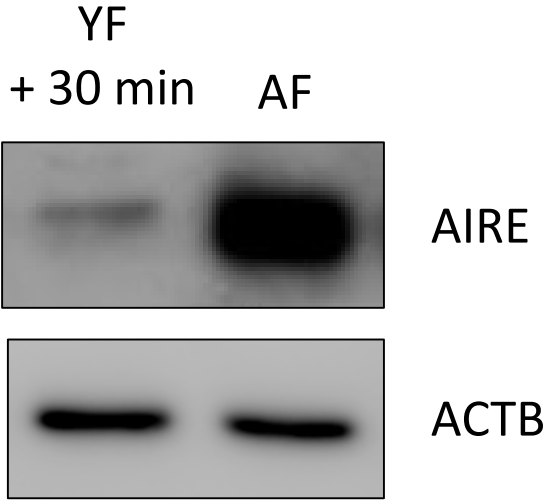

**B**

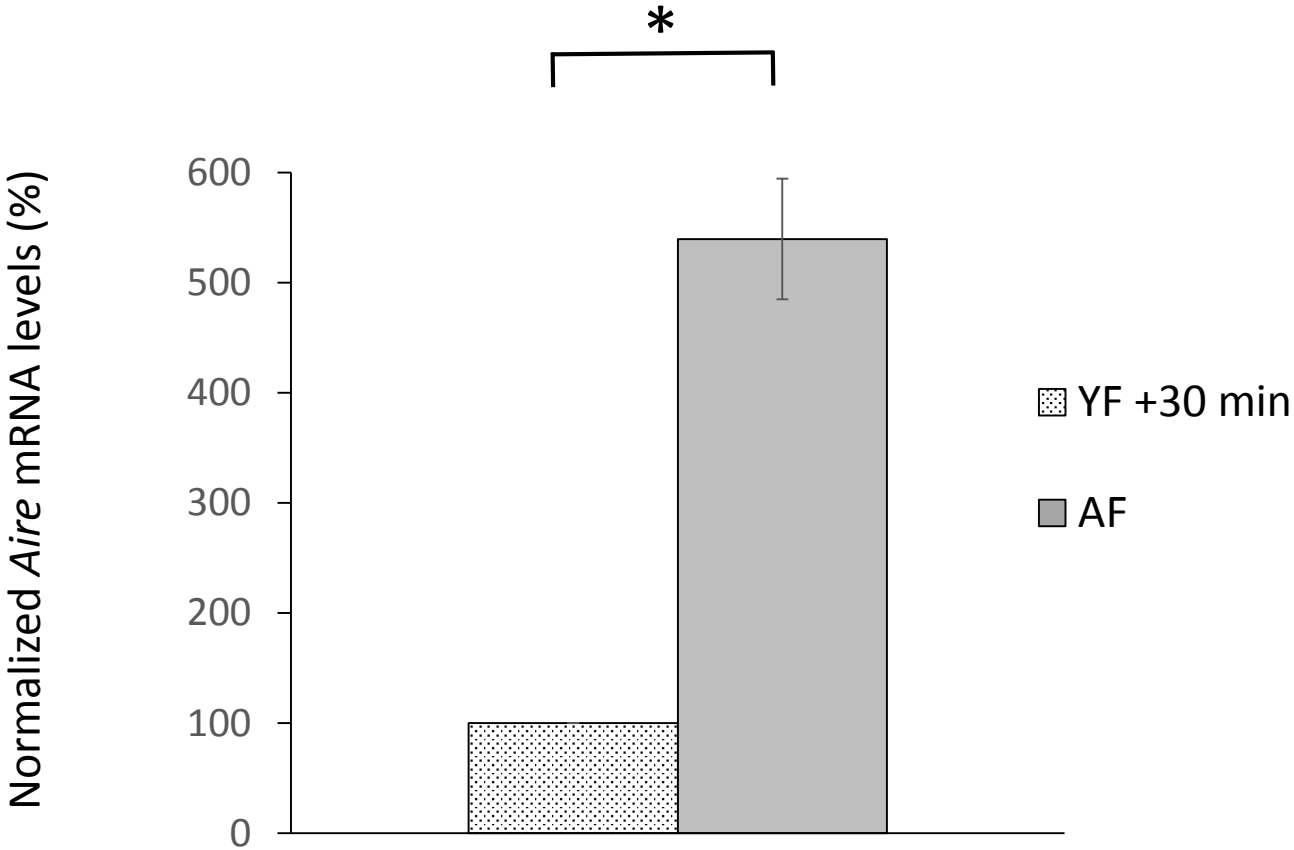

**C**

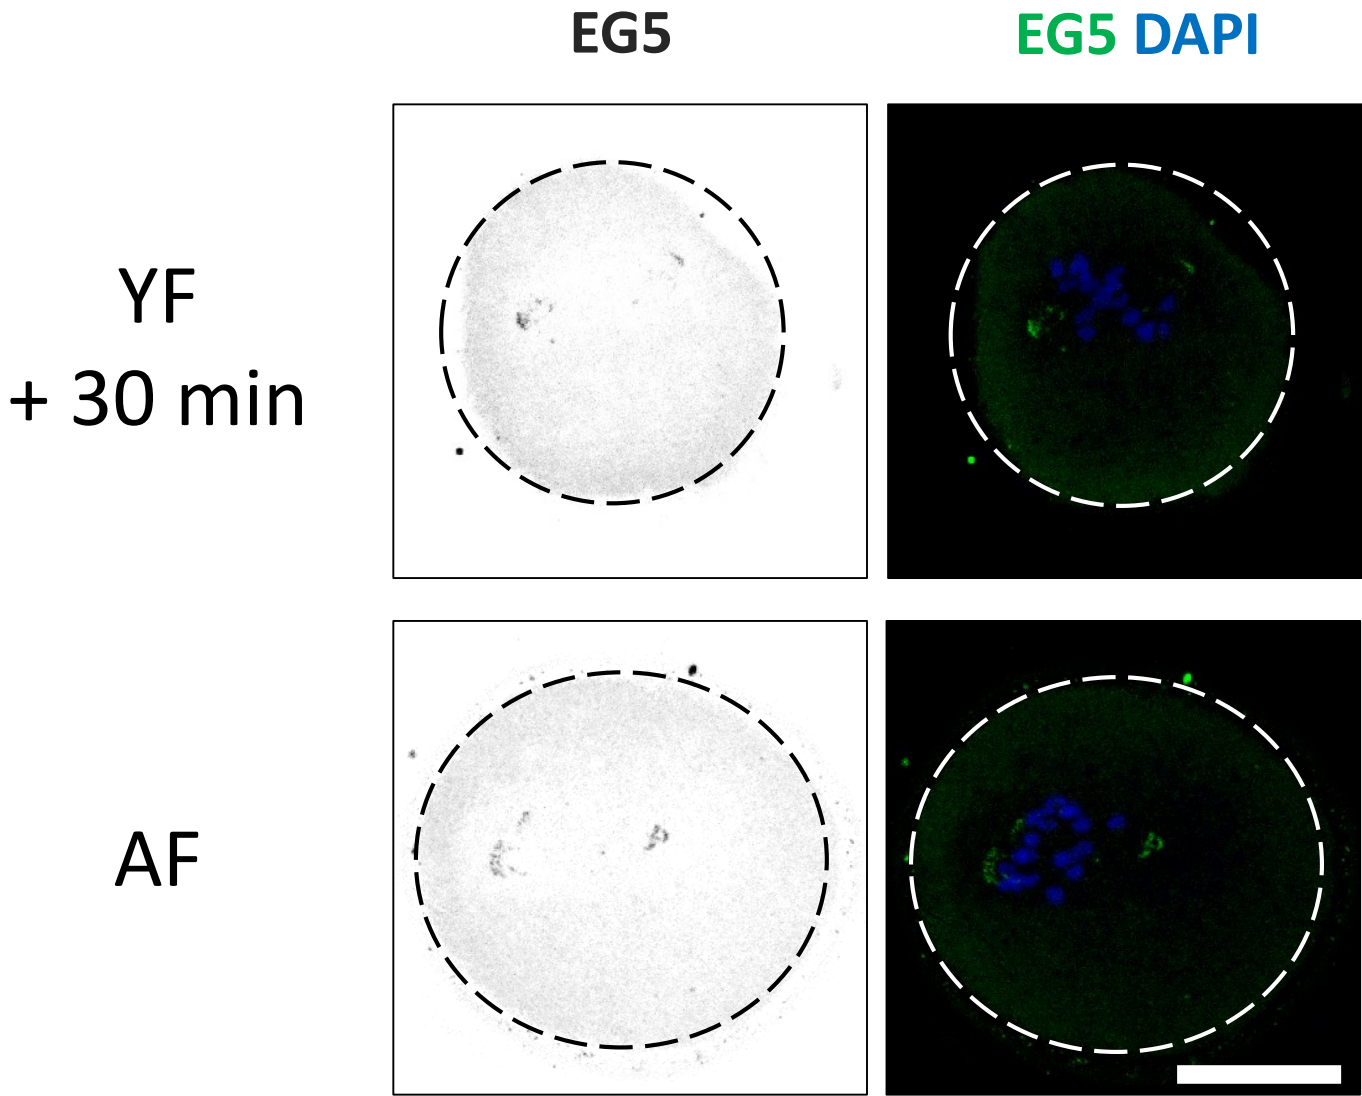

**D**

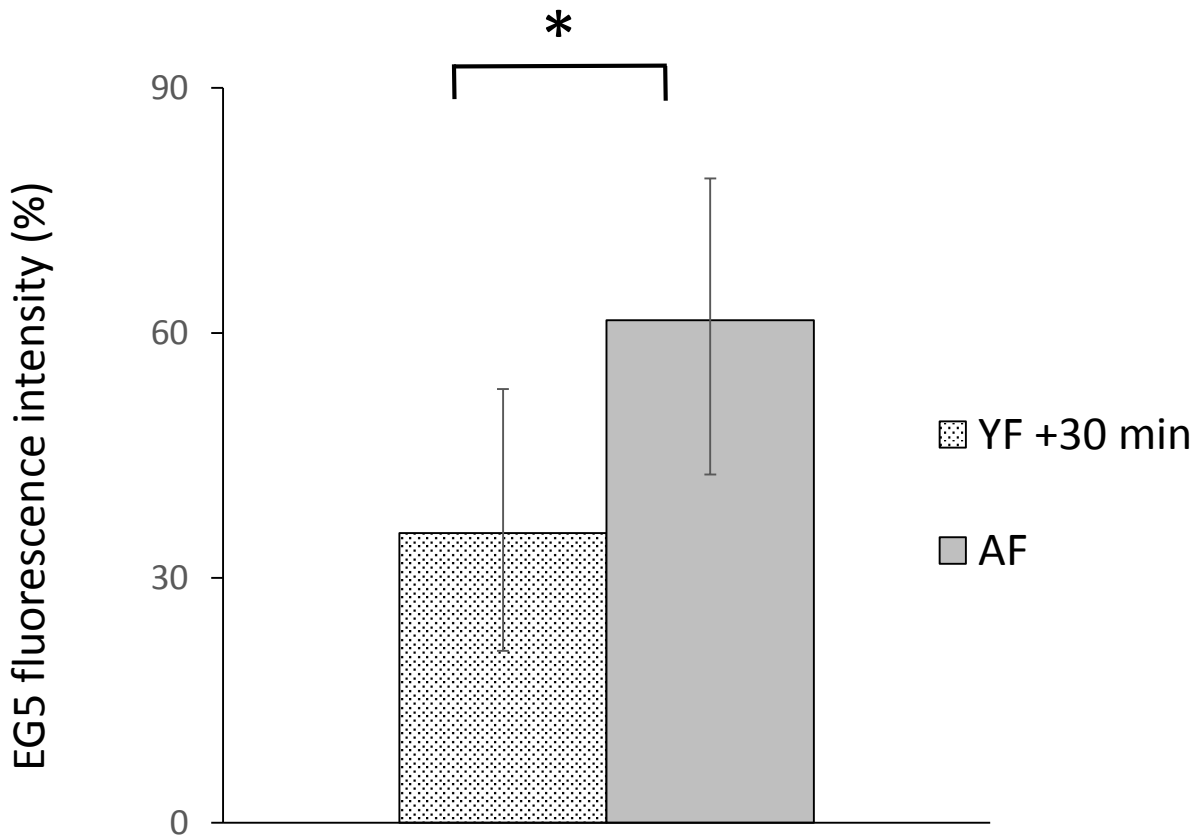

Supplementary Fig. 6

**A**

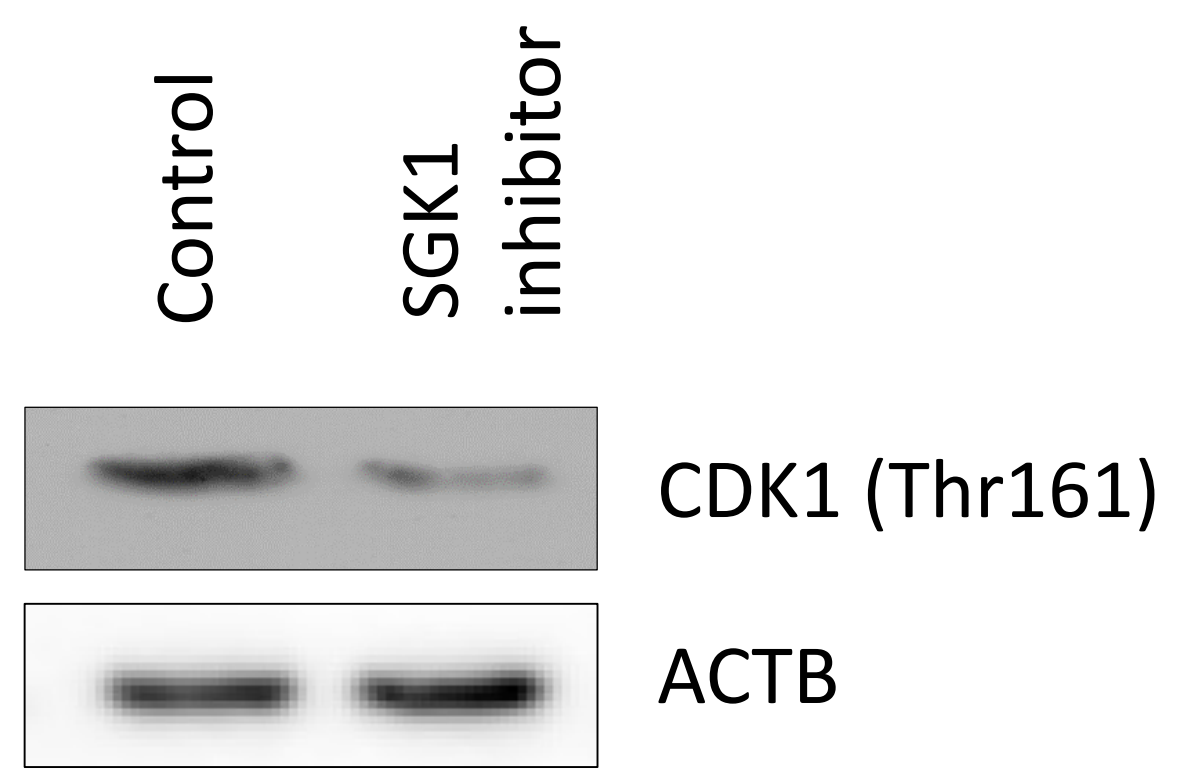

**B**

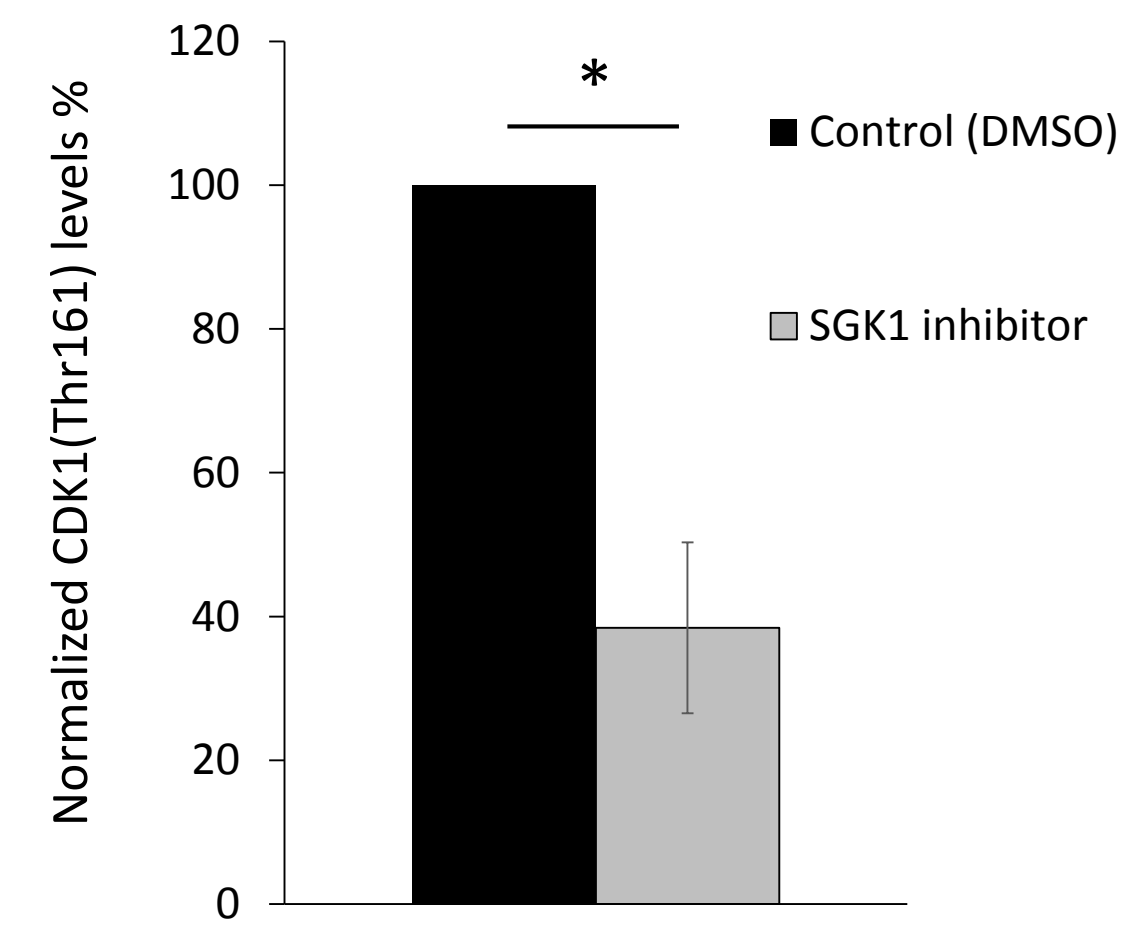

Supplementary Fig. 7

**A**

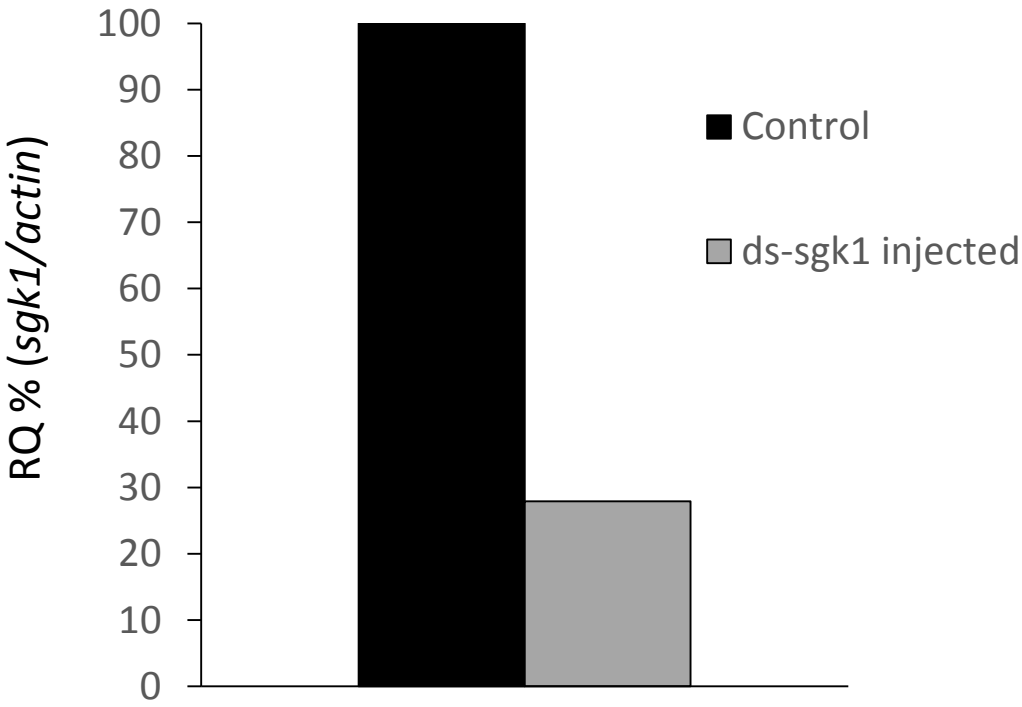

**B**

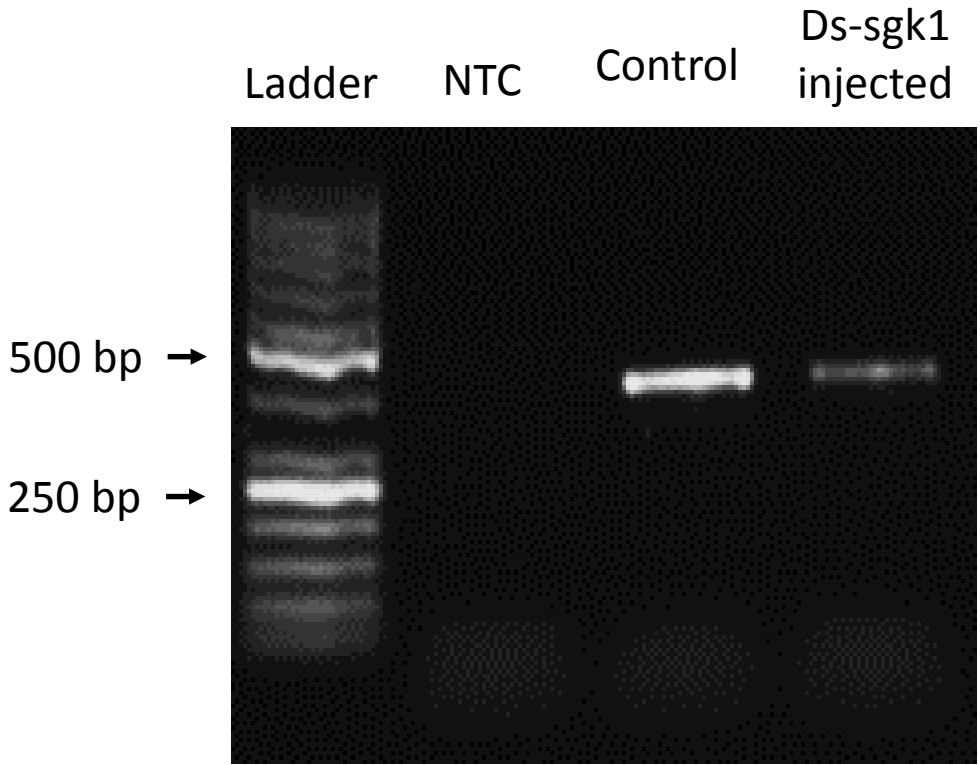

Supplementary Fig. 8

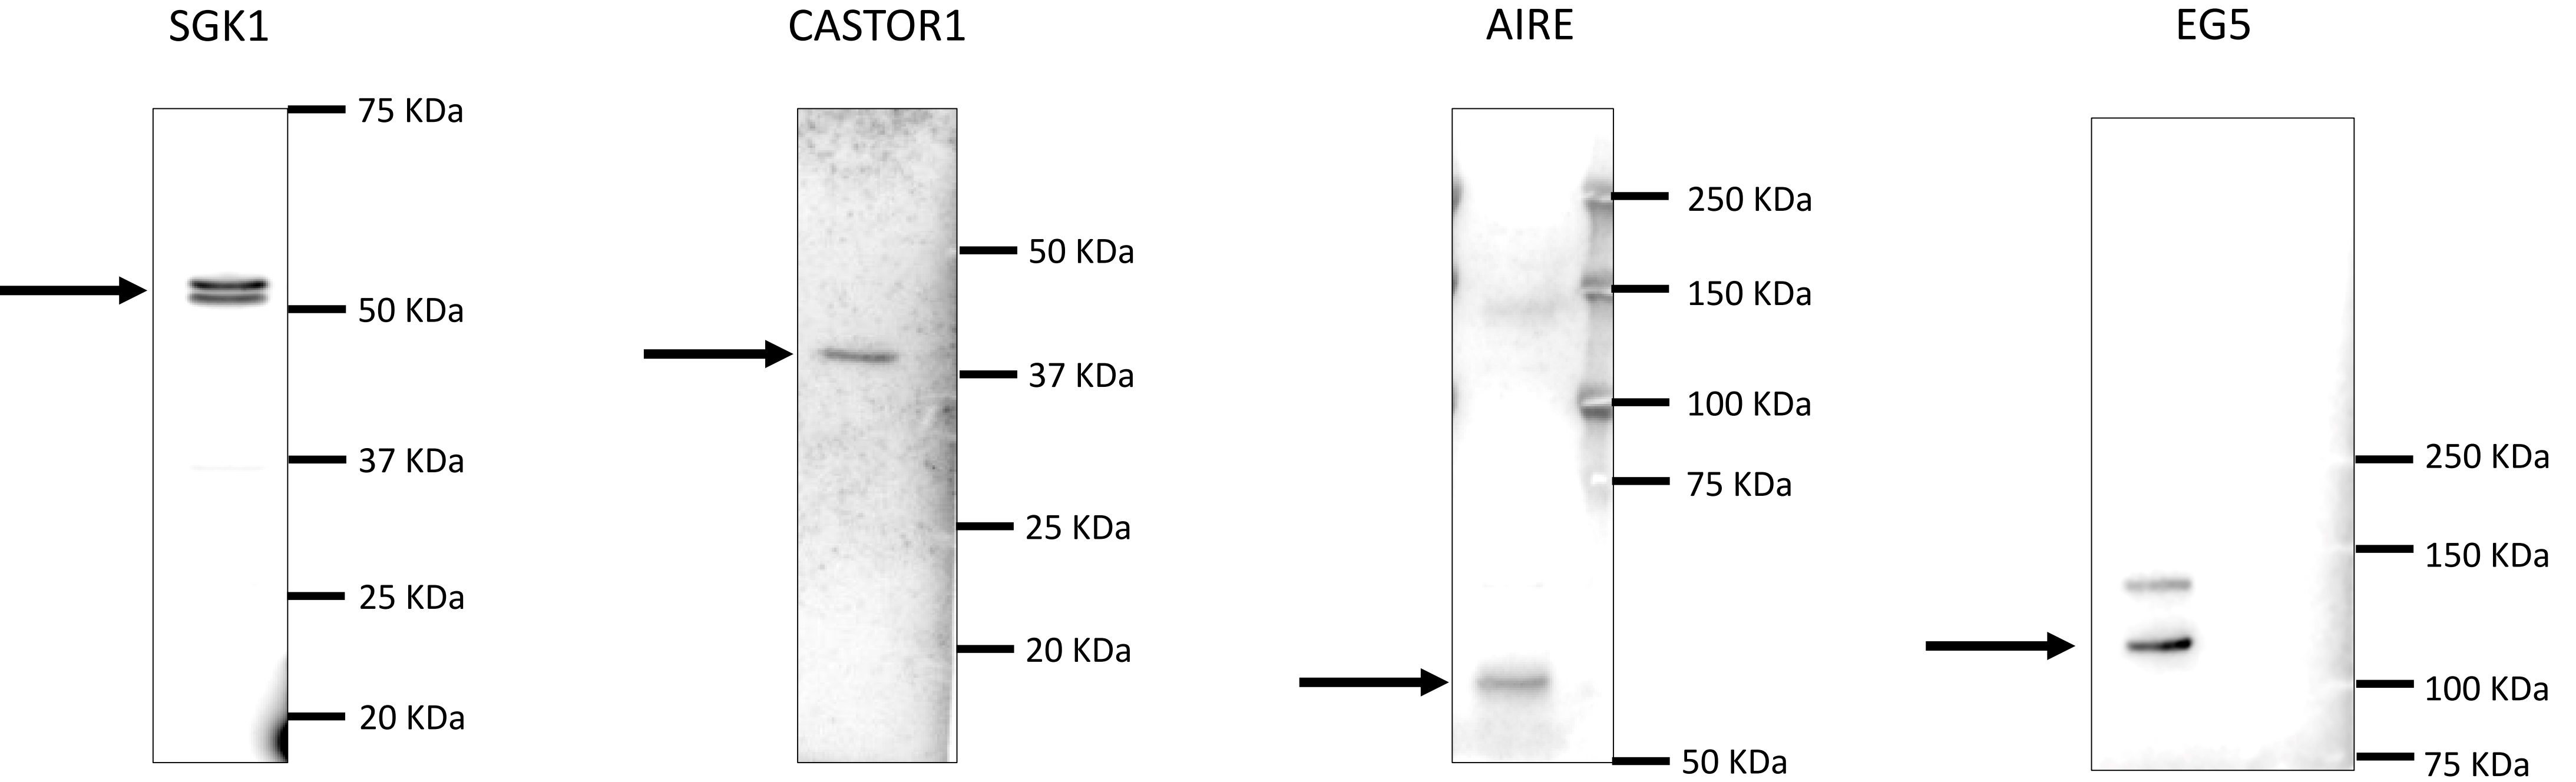

**Supplementary Table 1.** List of genes up/down regulated in AF compared to YF according to FC>5, FC>10 and FC>10 plus *P*<0.1.

**Supplementary Table 2.** List of genes in each Gene Ontology categories as seen in Fig. 1C.

**Supplementary Table 3.** List of genes from cluster 1,3,6,7 (increasing presence from YF-NP to YF-P, and vice versa in AF) and clusters 2,4,5 (increasing presence from increasing presence from AF-NP to AF-P, and vice versa in YF)(see Fig. S1).

**Supplementary Table 4.** Table of primers used for PCR (A) and (B) list of antibodies used for the study.

**A**

| Primers         |                               |                                                                                                                                                                                |
|-----------------|-------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Name            | sequence                      | Accession number                                                                                                                                                               |
| 18S-Forward     | 5'-CGCTCCACCAACTAAGAACG-3'    | NR_003278                                                                                                                                                                      |
| 18S-Reverse     | 5'-CTCAACACGGGAAACCTCAC-3'    |                                                                                                                                                                                |
| 28S-Forward     | 5'-CTAAATACCGGCACGAGACC-3'    | NR_003279                                                                                                                                                                      |
| 28S-Reverse     | 5'-TTCACGCCCTCTTGA ACTCT-3'   |                                                                                                                                                                                |
| Sgk1-Forward    | 5'-GGTGCCAAGGATGACTTTATGG-3'  | NM_001161845, NM_001161847, NM_001161848, NM_001161849, NM_001161850, NM_011361                                                                                                |
| Sgk1-Reverse    | 5'-GGATCGAAGTGCCGAAGGTC-3'    |                                                                                                                                                                                |
| Castor1-Forward | 5'-AGTAACCAAGATTGCCCGGT-3'    | NM_028022                                                                                                                                                                      |
| Castor1-Reverse | 5'-CCCGTACCAGGATGAAGTCTG-3'   |                                                                                                                                                                                |
| Aire-Forward    | 5'-ACTCTGCTAGTCACGACCCT-3'    | NM_009646, NM_001271549, NM_001271551, NM_001271550, NM_001271552, NM_001271553, NM_001271554, NM_001271555, NM_001271556, NM_001271557, NM_001271558, NM_001271559, NR_073358 |
| Aire-Reverse    | 5'-CTGCAGGATGCCGTCAAATG-3'    |                                                                                                                                                                                |
| Eg5-Forward     | 5'-ATGTGTCCGCTCGTGTTTCT-3'    | NM_010615                                                                                                                                                                      |
| Eg5-Reverse     | 5'-GGTCGGTCACAAGTTCATCAATC-3' |                                                                                                                                                                                |
| dsSgk1- Forward | 5'- CTCATTCCAGACCGCTGACA- 3'  | NM_001161845, NM_001161847, NM_001161848, NM_001161849, NM_001161850, NM_011361                                                                                                |
| dsSgk1- Reverse | 5'- TTCCGGCTATAAAACGGGGG- 3'  |                                                                                                                                                                                |

**B**

| Antibodies                                  |                            |            |
|---------------------------------------------|----------------------------|------------|
| Name and cat.#                              | Company                    | Experiment |
| SGK1 (H-4) - 28338                          | Santa Cruz Biotechnology   | ICC        |
| SGK1 - PA5-87746                            | Thermo Fisher Scientific   | WB         |
| GATSL3 (CASTOR1) (A-6) - 377114             | Santa Cruz Biotechnology   | ICC, WB    |
| Aire 1 (C-2) - 373703                       | Santa Cruz Biotechnology   | WB         |
| AIRE Monoclonal Antibody (5H12), 14 5934 82 | Thermo Fisher Scientific   | ICC        |
| EG5 (A-2) - 365593                          | Santa Cruz Biotechnology   | ICC, WB    |
| β Tubulin (9F3) - 2128                      | Cell Signalling Technology | ICC        |
| HA-Tag(C29F4) - 3724                        | Cell Signalling Technology | ICC, WB    |
| β Actin - 0061R                             | Biosusa                    | WB         |
| Phospho-CDK1 (Thr161) - 9114                | Cell Signalling Technology | WB         |
| Ribosomal Protein S6 – 74459                | Santa Cruz Biotechnology   | ICC        |
| CREST – HCT-0100                            | Immunovision               | ICC        |

How the deposited data were processed for this re-analysis (not part of the article)

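The data are 6 libraries of AF mouse oocytes, 3 of NP and 3 of P fractions. The authors trimmed reads with Trim Galore 0.4.1, aligned them to GRCm38 with Hisat2 2.0.5, and deposited FPKM per gene made with Seqmonk 1.40.0. The annotation release, strand setting and read filters are not given in the sources used here. FPKM divides reads by exon length and by mapped reads, so a library with more reads outside listed genes has lower values throughout. The authors compared age groups with DESeq2, which was not used here.

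The table holds 25965 rows with 58 duplicated symbols, of which the row with the highest mean was used. Exon lengths of GENCODE M21 were found for 22699 rows (87.4%). Depth was recovered by finding the step that makes the most low values whole. The upper bound on the values checked was raised after values had been seen, so that more genes could be classed. Of 12430 genes with a low value, 6474 (52.1%) were whole in every library within 0.02 reads. The recovered reads summed over listed exons were between 1.10 and 2.25 times the recovered depth, so what 1 step counts is not settled. Depths spanned 110-fold. On simulated tables, 3 of 3 depths were recovered.

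P and NP were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) with a trend of the spread with the level, Benjamini-Hochberg adjustment and a threshold of 0.1, for genes with a mean FPKM above 1 in either fraction. Tests are two-sided. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1. On data simulated with a noise SD of 0.3 (log2), limma called 200 of 200 genes changed by 2 on the log2 scale and 20 unchanged genes among 9857. With noise at the median residual SD of the real libraries, 1.22, it called 3 of 200 (1.5%) among 10513 genes. Most changes of that size are therefore missed at this noise.

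Fractions of each sample were pooled into NP and P, so libraries with one number are taken as parts of one gradient, although no source used here says in words that the numbers match. Deviations from the group means correlated across genes at 0.064, 0.099 and 0.116 for pairs with the same number and between -0.088 and 0.020 for the others. The comparison was made without the pairs as a block, and the block was an alternative.

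Gene sets were tested with camera at an inter-gene correlation of 0.01, with fry and an estimated correlation beside it. The sets were the FC > 10 lists of Table S1, ribosomal protein mRNAs, mitochondrially encoded mRNAs and 10 mRNAs with maturation-dependent translation. Lists of oocyte, granulosa, blood and nuclear non-coding RNA genes served to look for other sources of RNA. Genes named in the text are those of Fig. 1d, those the over-representation sentence names, members of lists of at most 15 genes, and the 3 with the largest ratio in each direction among genes past the threshold and changed the same way in every pair. Outside this rule, *Slit3*, *Nptxr* and *A330040F15Rik* were picked after their values were seen, and *Cers2* and *Hdhd5* are named only for their older symbols. The values of Fig. 1d and Table S1 had been seen when this rule was set. Table S1 symbols missing from the table were matched through RefSeq synonyms of GRCm38.p6.

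The design, the rule and the alternatives were set before the data were examined, apart from rescaling to a common FPKM sum and keeping the filter of all 6 libraries when a library is left out, which were added later. The alternatives set in advance were other pseudocounts, filters and scalings, no trend, the block, a threshold of 0.05, and each library left out in turn. Sequences were compared with BLAST 2.17.0. Plots and summaries were made in Python 3.11.15.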

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

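The tests of a common source and of 18S rRNA sequence were chosen after the result was seen.

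*Lars2* (chromosome 9, 123366940 to 123462664) and *Gm15564* (chromosome 16, 35966752 to 35983230), which the paper does not discuss, were the only genes higher in AF P than in AF NP past the threshold of the planned comparison. *Lars2* was at 592, 1530 and 1416 FPKM in NP and 11005, 15083 and 17299 in P, a log2 ratio of 3.71 (standard error 0.42, adjusted p = 5.76e-05 from limma with Benjamini-Hochberg adjustment), higher in 3 of 3 pairs. *Gm15564* was at 431, 1002 and 888 FPKM in NP and 6245, 9061 and 11921 in P, a log2 ratio of 3.59 (standard error 0.45, adjusted p = 0.000215), also in 3 of 3 pairs. The ratios stayed between 3.27 and 4.71 for *Lars2* and between 3.22 and 4.59 for *Gm15564* over all alternatives run. The adjusted p did not stay past the threshold in each. Over the alternatives it ranged from 7.94e-09 to 0.447 for *Lars2* and from 3.94e-08 to 0.447 for *Gm15564*, and both were lost with no filter, without the trend and without NP replicate 3. With the filter of all 6 libraries kept, both were also lost without any of the other libraries except P replicate 3.

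The ratio of *Lars2* to *Gm15564* lay between 1.37 and 1.76 in the 6 libraries, an SD of 0.131 on the log2 scale. With the mean of each fraction taken out, so that the shared rise in P plays no part, they correlated at 0.976 over the 6 libraries. Among 4950 pairs of the 100 genes with the highest FPKM the median correlation was 0.222, and 0.566% of pairs correlated as highly. Their transcripts share 72 bases at 98.6% identity. Reads of one common source counted at both genes are a candidate explanation. Sequence of 18S rRNA is argued against, since their 12 transcripts gave 0 alignments to the 18S transcript of the annotation. The 28S and 45S rRNA sequences were not used here, so residual rRNA of another kind stays open. A difference between P and NP in these mRNAs themselves also stays open, as untested.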

How the results depend on the processing

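Rescaling to a common FPKM sum, and keeping the filter of all 6 libraries when one is left out, were chosen after the data had been seen.

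The number of genes past the threshold depended on nearly every choice. limma gave 192 genes, 2 higher in P and 190 lower. A pseudocount of 0.1 gave 69 (67 lower), one of 5 gave 156, a mean above 5 gave 292 (290 lower), the adjusted p of 0.05 gave 65 (63 lower), and no trend gave 15 (0 higher, 15 lower). No filter gave 0 genes (0 higher, 0 lower), with 1756 at an unadjusted p under 0.05. Median-of-ratios rescaling gave 3 (1 lower), quantile normalization 4 (2 lower) and the common FPKM sum 7 (5 lower). These rescalings moved the median log2 ratio from -1.03 to -0.37, 0.0023 and -0.43. The replicate block gave 666 (5 higher, 661 lower), including all 192, and also called Kif11 and Nde1 (adjusted p = 0.0588 and 0.0698, over all alternatives from 0.0588 to 0.447 and from 0.0698 to 0.667). It changed no other call of a named gene or, by camera, of a set.

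Leaving out NP replicates 1, 2 and 3 gave 4, 13 and 1 genes, and P replicates 1, 2 and 3 gave 242, 156 and 332, of which 147, 119 and 178 were among the 192. In these fits the filter was recomputed on the 5 libraries. With the filter of all 6 libraries kept, the counts were 0 for each library except P replicate 3, with 55. Over both kinds of fit the range was 0 to 332, with 0 to 4 higher and 0 to 329 lower. Keeping the filter leaves genes with almost no spread. Without P replicate 1, 26 genes had a residual SD under 0.05 in place of 3, and limma's prior degrees of freedom were 7.99 in place of 31.1. With no filter 614 genes had such an SD and the prior degrees of freedom were 2.81, against 18.4. The loss of calls may therefore come in part from how limma pools the spread. Without P replicate 3 and with the filter kept, 31 genes had such an SD, and 55 genes passed at prior degrees of freedom of 6.32. Without NP replicate 2 and with the filter recomputed, the prior degrees of freedom were 26.6 and only 13 genes passed. These fits count against the pooling as the whole reason. The counts past the threshold do not measure how many mRNAs differ. At unadjusted p under 0.05 the fits with the filter kept gave 1215, 1088, 2389, 1242, 1453 and 1354 genes in the order above.

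Over 26 named genes and 22 alternatives, 441 log2 ratios kept their direction and side of the threshold, 62 fell short of it, 2 newly passed it and 53 reversed. Those that reversed all had a main value short of the threshold. Of these, 16 came under the 3 rescalings, which shift the median of all genes, and 16 of the 16 kept their sign relative to that median. Median-of-ratios rescaling gave Gatsl3 0.19, Spice1 0.057, Kif18a 0.31 and Nsun2 0.81. Quantile normalization gave Gatsl3 0.19, Spice1 0.51, Kif3b 0.22, Kif18a 1.15, Eif3a 0.36, Tfb2m 0.48 and Nsun2 0.76. The common FPKM sum gave Gatsl3 0.11, Spice1 0.080, Kif18a 0.20, Tfb2m 0.13 and Nsun2 0.50. A pseudocount of 0.1 gave Aire -0.86, Spice1 0.23, Kif18a 0.17 and Rpl38 -0.29, and one of 5 gave Nsun2 0.018. With a library left out, Gatsl3 ranged from -1.73 to 0.60, Aire from -1.45 to 1.86, Chek2 from -0.57 to 0.75, Spice1 from -0.91 to 0.85, Kif3b from -1.60 to 0.17, Kif18a from -0.90 to 0.13, Eif3a from -0.81 to 0.19, Rpl38 from -0.60 to 2.25, Tfb2m from -1.57 to 0.34 and Nsun2 from -1.47 to 1.15.

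The called genes Arl3, Gm15687, Rpl26 and Eif3f kept their direction in every alternative and fell short of the threshold under no filter, both planned rescalings and without NP replicate 1 or 3. Arl3 and Eif3f also fell short without NP replicate 2, and Arl3, Rpl26 and Eif3f under the common FPKM sum. With the filter of all 6 libraries kept, they fell short without any library except P replicate 3, and Gm15687 also without that. Over all alternatives the adjusted p of Arl3 ranged from 0.00264 to 0.447.

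The camera p of the maturation list was 0.0195 under median-of-ratios rescaling and 0.0172 under the common FPKM sum, and from 0.0172 to 0.946 over all alternatives. The cause was not tested. By camera, the Table S1 and ribosomal protein sets kept their direction and their side of 0.05 in every alternative. The tally of clusters 2, 4 and 5 fell to 35 genes higher in P with a mean above 5, where fewer genes were tested, and to 33 above 2-fold.

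The median share of genes more than 5-fold apart between AF P libraries was 53.1%, and 36.7% with a pseudocount of 1, 43.6% with a mean above 5 and 35.2% with a mean above 20. Above 10-fold it was 40.5%, and 16.1%, 29.5% and 20.5%. In AF NP the shares of 44.2% and 31.4% fell to 24.8% and 13.6% with a mean above 20, and the second to 12.3% with a pseudocount of 1. With a library left out they ranged from 43.0% to 56.3% and from 34.0% to 46.4% in P, and from 18.7% to 45.8% and from 11.1% to 33.4% in NP, where the lowest values were without NP replicate 3. The numbers of genes with a mean above 1 stayed within 1.5 times. The AF P mean of Lsm6 ranged from 12.8 to 100.1 FPKM and that of Castor1 from 12.5 to 45.3 with a P library left out.

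A count test on recovered reads was planned and not run, because only 52.1% of genes with a low value were whole in every library. Depth limits AF P replicate 1 most, where 1 read on 2 kb is worth 3.05 FPKM, against 0.438 and 0.323 in replicates 2 and 3.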

Differences from the paper's values

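The means of the AF P values in Fig. 1d match those computed here, and 5 of the SDs differ. The SD of Lsm6 was 95.0 FPKM, and the paper's is about 20 in Fig. 1d, read by eye. For Castor1 it was 33.4 and the paper's about 15 in Fig. 1d, and for Aire 53.4 and the paper's about 10 in Fig. 1d. For Tank it was 0.249 and for Iqgap1 0.206, where the paper's are about 0.1 in Fig. 1d. Of the alternatives set before the data were examined that give an SD, the one without P replicate 3 gave SDs of 15.7 for Lsm6, 15.3 for Castor1 and 8.75 for Aire, which do not differ from the paper's, but means of 12.8, 12.5 and 6.18, which do. Tank (0.305) and Iqgap1 (0.253) still differ there. Without P replicate 1, without P replicate 2 and under median-of-ratios rescaling all 5 SDs differ.

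The paper's count of mRNAs with FC > 5 is 3589, while the copy of that sheet used here holds the first 1998 of the 3589 rows of Table S1. That copy is truncated, so the numbers cannot be compared and nothing was tested on it. No alternative applies to this count.

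The FC > 10 sheet holds 1007 entries, of which 195 have a fold change in the sheet of 10 or less, the smallest being 8.03-fold. The smallest in the part of the FC > 5 sheet used here is 2.83-fold. The paper calculated its FC cut-offs from FPKM, and the fold changes in the sheets may be another measure. The YF libraries were not analysed here, so fold changes from FPKM were not computed. The 195 entries are therefore not shown to fall short of the paper's own cut-off. The 37 mRNAs include A330040F15Rik as more abundant in AF, and it was listed at 0 in all 6 AF libraries. Of the other 19 matched mRNAs given as more abundant in AF, all had a mean FPKM above 1 in AF P.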

Other observations

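Among the tests below, those of the scale of the libraries, of a few genes taking most of the FPKM of genes carried by a single library and of all 6 libraries thinned to one number of reads were chosen after the result was seen.

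Between AF P and AF NP, 192 of 10586 genes passed the threshold, 190 of them lower in P, and 666 with the replicate pairs as a block. All 192 changed the same way in 3 of 3 pairs. The groups did not overlap in 2519 genes (23.8%), where chance gives 10%. As many genes passed in 1 of the 10 splits of the libraries into 3 and 3, the real split itself, and the most in another split was 4. Of the 4 splits that part all pairs, the real one gave the most. With 10 splits chance cannot be excluded. Rescaling to a common FPKM sum left 7 genes, so the scale of the libraries is a candidate explanation for most of the calls. *Lars2* and *Gm15564* held 5.05% to 9.81% of the FPKM sum in P and at most 0.3998% in NP. They took 9.31% to 15.9% of the recovered reads on listed genes in P and at most 0.896% in NP, and 12.7% to 20.2% and at most 1.78% of the recovered depth, which those reads exceed. With the other genes rescaled by the larger of these shares, their mean NP sum was 1.70 times that of P. Before rescaling it was 2.02 times for the same genes, and 1.88 times with *Lars2* and *Gm15564* included. The lowest rescaled NP sum stayed above the highest rescaled P sum (604914 against 456805). This argues against *Lars2* and *Gm15564* as the whole reason for the lower P sums. A lower content of listed mRNA in P stays open, as untested.

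In the planned comparison, the genes with the largest decreases were *Gm15687* (log2 ratio -7.30), *Rpl26* (-6.47) and *Eif3f* (-6.10). Their adjusted p ranged from 0.0126 to 0.0138 by limma, and each was lower in 3 of 3 pairs. This order was not kept in every alternative. With a pseudocount of 5, *Arl3* (-4.41) was lower than *Eif3f* (-4.30). Without P replicate 2, *Arl3* (-7.17) was lower than *Rpl26* (-7.06) and *Eif3f* (-6.81). *Gm15687* was listed at 0 in all P libraries. Of 21 tested genes that the paper names, 1 (*Arl3*, log2 ratio -6.09, adjusted p = 0.0138) passed over all genes. Adjusted over the list alone, 3 passed, *Arl3*, *Kif11* and *Nde1* (0.000481, 0.0511 and 0.0562). The study chose the list on these P libraries, so this count is not independent evidence.

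Fewer genes were detected in P than in NP. With NP libraries thinned to the reads of each P library, the median ratio of genes detected in NP over P was 1.26 (0.864 to 1.69 over 9 pairs, above 1 in 8), against 1.59 unthinned. In the pairs of the same replicate number it was 1.39, 1.17 and 1.26 (mean 1.27, SD 0.112), above 1 in 3 of 3, where depth alone would give 1. Thinned to the reads of P replicate 1, the NP libraries held 7899, 8146 and 5991 genes and the P libraries 5685, 7323 and 4904, higher in NP in each same-numbered pair, while the fractions overlap when the pairs are set aside. Lower depth and a smaller set of mRNAs in P cannot be told apart, since the paired values count against depth as the whole cause only if the numbers match, which no source used here says in words.

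Ribosomal protein mRNAs were lower in P, 71 of 79, with a median log2 ratio of -2.18 (camera p = 6.79e-08, fry p = 0.00386), but p was 0.0636 with an estimated correlation. Without NP replicate 3 the camera p was 0.0242 and the estimated correlation p 0.402. The median was -1.22, -0.91 and -1.28 under median-of-ratios, quantile and common-sum scaling, below the median of all genes in each, with 59, 57 and 60 of 79 lower. Under the first and second of these the fry p was 0.147 and 0.105. Of 10000 lists matched on exon length and level, 0.03% had a median as low (-2.10 for the 78 genes with a length, against a median of -1.44). This argues against exon length or level as the cause. The length matched covers all exons of a gene, so the length of the mature mRNA or of its coding sequence was not tested and stays open. Reads shared with the many ribosomal protein pseudogenes were not tested, and a lower translation of these mRNAs in AF oocytes stays open as a hypothesis.

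Of the Table S1 lists, mRNAs higher in AF had a median log2 ratio of 0.34 (camera p = 1.28e-23, fry p = 0.467, estimated correlation p = 0.00339) and those higher in YF -1.74 (camera p = 4.71e-13, fry p = 0.00827, estimated correlation p = 0.156). Under median-of-ratios, quantile and common-sum scaling the medians were 0.81, 1.16 and 0.77 for the first list (fry p = 0.00414, 0.00249 and 0.0565) and -1.41, -0.69 and -1.45 for the second (estimated correlation p = 0.0239, 0.00314 and 0.0878). With a mean above 5, 79 of the first list were lower and 79 higher, with a median of -0.0036, and by fry it turned to down there and without NP replicate 3, without passing 0.05. The lists were chosen on these P libraries, so this is not independent evidence. The 10 mRNAs with maturation-dependent translation had a median of -0.45, 8 lower and 2 higher, and the tests differ in sign, up relative to other genes (camera p = 0.724, estimated correlation p = 0.731) and down (fry p = 0.0186). Under median-of-ratios, quantile and common-sum scaling 3 were lower and 7 higher, with medians of 0.51, 0.61 and 0.46. The direction by fry turned to up in each, without passing 0.05, so no direction is given for this list. All 13 mitochondrially encoded mRNAs were listed at 0 in every library, so no test was made, and a value of 0 is given only as listed.

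For 221 of 383 mRNAs of the FC > 10 sheet higher in AF, a single AF P library held over 90% of the FPKM. Lists matched on the AF P mean held a median of 109 such genes (94 to 126 in 95% of 10000 lists), which argues against their level alone as the cause. A selection of these mRNAs by the mean of 3 libraries stays open, as untested.

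Among genes worth at least 50 reads in a pair, 26.4% of 3323 were over 10-fold apart between AF P replicates 2 and 3, 5.94% of 775 between 1 and 2, and 19.0% of 876 between 1 and 3. In AF NP the share was 3.21% of 5228 between replicates 1 and 2, 20.0% of 4720 between 1 and 3 and 31.1% of 8485 between 2 and 3.

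Of 12 oocyte genes, 11 were matched and all were above 0, with a median of gene means of 1380 FPKM in NP and 910 in P. Of 12 granulosa genes 4 were above 0 in each fraction, the highest being *Cyp19a1* at 7.15, 22.5 and 104.1 FPKM in NP, and in P at 15.4 in replicate 1 and listed at 0 in replicates 2 and 3. All 5 matched of 7 blood genes were listed at 0. Of 6 nuclear non-coding RNAs 4 were matched, with *Malat1* at 0.926 and 1.11 FPKM in NP replicates 1 and 2, at 3.50 in P replicate 1 and listed at 0 in the other 3 libraries. The 10 maturation mRNAs had medians of 506 and 271 FPKM.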
